# Oxidative Stress Signaling and Regenerative Responses in a Larval Zebrafish Model of Retinal Light Damage

**DOI:** 10.3390/antiox15030348

**Published:** 2026-03-10

**Authors:** Ignacio Babiloni-Chust, Luigi Donato, Samuele Sartori, Matthias Carl, Darin Zerti, Carmela Rinaldi, Vincenzo Flati, Marco Feligioni, Rosalia D’Angelo, Rita Maccarone, Lucia Poggi

**Keywords:** zebrafish (*Danio rerio*), light-induced retinal damage (LIRD), phototoxicity, LIRD, retinal regeneration, Müller glia, oxidative stress, *N*-acetylcysteine (NAC), antioxidants, transcriptomics

## Abstract

The zebrafish (*Danio rerio*) is a widely used model for studying retinal regeneration. In adults, light-induced retinal damage (LIRD) serves as an environmental phototoxic stressor that induces photoreceptor degeneration and regenerative responses, whereas larval models remain comparatively underexplored. In this study, we validate a larval LIRD paradigm as a versatile system for studying acute phototoxic injury and early regeneration-associated transcriptomic responses. Using high-throughput RNA sequencing, we profiled retinal transcriptional changes 48 h post-LIRD and complemented these findings with targeted pharmacological modulation of redox signaling. Larval LIRD induced robust activation of canonical apoptotic and regeneration-associated pathways, recapitulating key features of adult LIRD models while engaging previously underexplored gene-regulatory networks. Among these, pathways related to oxidative stress responses, antioxidant enzymes, and oxygen metabolism were prominently regulated. Functional attenuation of oxidative stress using the *N*-acetylcysteine reduced phototoxic injury-induced apoptosis and proliferation, while inflammatory markers remained largely unaffected. Conversely, subtoxic intra-retinal hydrogen peroxide exposure was sufficient to induce proliferative markers without eliciting apoptosis response. At the signaling level, modulation of oxidative stress influenced components of growth-associated signaling pathways activated during early injury response. Together, these findings support a role for oxidative stress as a key component of early injury-associated signaling in larval retinal regeneration. This study integrates histological, transcriptomic, and pharmacological analyses to interrogate early regenerative programs and provides a comprehensive transcriptomic resource for exploring redox-associated mechanisms in retinal injury and repair.

## 1. Introduction

The zebrafish (*Danio rerio*) retina exhibits a regenerative capacity absent in mammals, making it a powerful system for investigating the mechanisms underlying successful neuronal repair [1,2]. Following injury, Müller glia (MG), the principal glial cells of the retina, re-enter the cell cycle, dedifferentiate into a progenitor-like state, and generate multipotent progenitors capable of differentiating into all major retinal neuron types [3,4,5]. Among the commonly used injury paradigms is light-induced retinal damage (LIRD), in which photoreceptors rapidly degenerate due to excess of photo-oxidative stress [6,7,8,9,10,11,12,13,14,15,16,17]. Building on this and other retinal injury paradigms, numerous studies have identified molecular programs that drive MG reprogramming and neuronal regeneration, highlighting coordinated interactions among inflammatory signaling, chromatin remodeling, and transcriptional regulation [18,19,20,21,22,23,24,25,26,27,28,29,30,31,32]. While inflammatory pathways have been extensively characterized and functionally investigated in this context [18,20,28], comparatively less attention has been directed toward defining the contribution of oxidative stress-associated signaling beyond its established role in mediating photoreceptor damage. Cross-species single-cell and bulk transcriptomic comparisons have further delineated conserved and divergent aspects of MG activation across zebrafish, chick, and mouse retinae, particularly in adult injury models [33,34]. However, the earliest molecular events occurring within 48–72 h after injury remain undercharacterized, despite their crucial role in establishing a pro-regenerative transcriptional landscape.

Larval zebrafish provide unique advantages for dissecting such early responses. Their optical transparency, rapid development, small size, and compatibility with high-throughput imaging, sequencing and drug screening enable systematic interrogation of acute molecular dynamics in vivo. While LIRD has been extensively used in adult zebrafish to study photoreceptor injury and MG activation [8,13,24,26,29,35,36], fewer studies have examined larval stages [25,37], and a comprehensive characterization of transcriptional changes in larvae is lacking. This gap limits the adoption of larval LIRD as a scalable discovery platform for regenerative biology.

In this study, we performed LIRD on pigmented zebrafish larvae at 4 days post-fertilization (4 dpf) and profiled retinal responses 48 h post-injury using a multimodal experimental approach. By combining histological analyses, immunohistochemistry, transcriptomics, and targeted pharmacological interventions, we define acute cellular and molecular landscapes following phototoxic damage. Alongside canonical players, we identified coordinated regulation of several underexplored injury-associated pathways. Notably, oxidative stress and reactive oxygen species (ROS)-related gene networks were prominently regulated, reinforcing their role as essential mediators in the acute injury response.

The role of ROS has been highlighted in different developmental and regenerative contexts [38,39,40,41,42,43]. However, their functional contribution to zebrafish retinal regeneration particularly remains insufficiently defined. To explore the contribution of oxidative stress to the larval LIRD induced alterations, we combined controlled hydrogen peroxide (H_2_O_2_) exposure with pharmacological redox modulation using the known ROS scavenger *N*-acetylcysteine (NAC). NAC attenuated apoptotic signaling and suppressed MG proliferation, without markedly altering inflammatory gene expression, whereas subtoxic H_2_O_2_ enhanced proliferation in the absence of apoptosis. Together, these findings indicate that ROS functions as a modulatory cue in early MG activation and regenerative priming and underscore the pharmacological tractability of the larval LIRD system for in vivo pathway interrogation.

## 2. Materials and Methods

### 2.1. Zebrafish Husbandry, LIRD Paradigm, and NAC Treatment

All zebrafish procedures were conducted in accordance with the institutional guidelines of the University of Trento and approved by the Italian Ministry of Health (authorization no. 707/2025-PR). Wild-type TU and *Tg(fli:gal4;UAS:mCherry)* zebrafish were maintained under standard laboratory conditions at 28 °C on a 14:10 h light/dark cycle. Embryos were collected in Petri dishes and incubated in the dark at 28 °C in 1× E3 medium.

For the light-induced retinal damage (LIRD) paradigm, groups of 50 embryos at 4 dpf were transferred to a beaker containing 1× E3 medium without methylene blue. The beaker was covered with aluminum foil to enhance light reflection and exposed to intense bright light (50,000 lux) for 3.5 h. Illumination was delivered simultaneously from above and below using a stereomicroscope system (SteREO Discovery.V8, Carl Zeiss, Oberkochen, Germany) equipped with a dual-arm fiber-optic halogen light source (Leica KL 1500 LCD, Leica, Wetzlar, Germany; Osram 64634 HLX lamp, Osram, Munich, Germany). Temperature was continuously monitored and maintained at 28 °C throughout the exposure. Following LIRD, embryos were returned to dark conditions for recovery. At 48 h post-LIRD, embryos were anesthetized with tricaine (MS222, 160 mg/L) and retinae were dissected under a stereomicroscope for downstream analyses.

A single concentration of NAC (100 μM) was selected as non-teratogenic dose effective for modulating antioxidant defenses, based on established zebrafish protocols and preliminary toxicity assays [44,45]. At this concentration, no significant alterations in larval morphology, heart rate, or locomotor activity were observed. NAC solutions were freshly prepared in 1× E3 medium for each experiment, and pH-adjusted to 7.4 to prevent acidic stress. Immediately after LIRD, groups of 50 embryos were transferred to Petri dishes containing E3 supplemented with 100 µM NAC and allowed to recover under dark conditions. After 48 h, retinae were collected and processed for WB or RT-qPCR analyses.

### 2.2. Immunohistochemistry (IHC), Image Acquisition

Larvae were fixed in 4% paraformaldehyde (PFA) in PBS overnight at 4 °C with gentle agitation. For cryoprotection, samples were immersed in 30% sucrose overnight at 4 °C, embedded in FSC 22 Frozen Section Media, and sectioned at 15 μm using a Leica CM 1850 UV cryostat, (Leica, Wetzlar, Germany). Sections were collected on Superfrost Ultra Plus slides. To minimize non-specific binding, sections were incubated in blocking buffer (10% goat serum, 1% BSA, and 0.8% Triton X-100 in PBS) for at least one hour at room temperature. Primary antibodies (Supplementary Table S1) were diluted in blocking buffer and incubated overnight at 4 °C. Following three 10 min washes in PBST (PBS + 0.1% Triton X-100), secondary antibodies were applied in blocking buffer for one hour at room temperature. For PCNA immunostaining, heat-induced antigen retrieval was performed by boiling slides in 10 mM sodium citrate (pH 6.0) with 0.01% Tween-20 for 20 min prior to the blocking step. Slides were mounted using VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories, H-1200, Newark, CA, USA) and cured for 48 h before imaging. Confocal microscopy was performed on a Leica SP8 system (LAS AF Software 2.6.0) using an HC PL APO 63×/1.30 Oil CS2 objective. Images were acquired at a resolution of 2048 × 2048 pixels (speed: 200 Hz, step size: 1 μm), with z-stacks spanning the entire retinal thickness. For Caspase-3 (Casp3) imaging, a Zeiss Axio Imager M2 microscope (Carl Zeiss, Oberkochen, Germany) with a 20× objective was utilized. Image processing and quantitative measurements were conducted using Fiji (ImageJ v 1.54q). To assess the structural integrity of the photoreceptor compartment, morphometric analysis was performed on Zpr1/DAPI-stained cryosections.

### 2.3. Morphometric Analysis and Quantifications

The Photoreceptor Cell Layer (PCL) thickness was defined as the longitudinal distance from the basal-most side of the DAPI-stained nuclei, where the synaptic pedicle was evident, to the furthest apical extent of the Zpr1-positive signal. To ensure data robustness, measurements were averaged across three distinct confocal planes (z-sections) per specimen, with three independent measurements taken at equal distances per plane. The resulting arithmetic mean served as the representative value for each biological replicate (*n* = 8).

### 2.4. H_2_O_2_ Intra-Retinal Injection

For ROS induction, larvae at 4 dpf were anesthetized with MS222 and positioned dorsally, with one side laying on the edge of a glass slide. Using a glass capillary (Harvard Apparatus; 30-0019) connected to a microinjector (FemtoJet 4X Microinjector, Eppendorf, Hamburg, Germany), 3 nL of a 100 µM H_2_O_2_ solution was injected into each retina. Phosphate-buffered saline (PBS) was used as a vehicle control. After injection, larvae were allowed to recover under dark conditions at 28 °C in a Petri dish and E3 embryo medium. At 48 h post-injection, retinae were collected and processed for Western blot or RT-qPCR analyses.

### 2.5. Western Blot

Pools of 50 retinae were collected, washed in cold PBS, and lysed in Laemmli lysis buffer. Protein extracts were resolved on 8–16% Mini-PROTEAN TGX precast gels (Bio-Rad) and transferred onto nitrocellulose membranes (Bio-Rad, 1620264, Feldkirchen, Germany). Membranes were blocked for 1 h at room temperature in either 5% non-fat milk or 5% BSA with gentle shaking, followed by overnight incubation with primary antibodies at 4 °C.

After three washes in Tris-buffered saline with Tween-20 (TBST), membranes were incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. Signal detection was performed using SuperSignal West Femto chemiluminescent substrate (Thermo Scientific, 34075, Eugene, OR, USA) and was acquired on a Bio-Rad ChemiDoc XRS imaging system. Densitometric analyses were performed using Image Lab software (version 4.1, Bio-Rad Laboratories).

A complete list of primary and secondary antibodies used for Western blotting, including working concentrations, is provided in Supplementary Table S1.

### 2.6. RNA Isolation, Quality Control, and RT-qPCR

Total RNA was extracted using TRIzol reagent (Invitrogen, 15596026, Waltham, MA, USA) according to the manufacturer’s instructions. RNA pellets were resuspended in RNase-free water and quantified using the Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Q32852, Eugene, OR, USA). RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA); with RNA 6000 Nano Chips. Only samples with an RNA Integrity Number (RIN) ≥ 7 and OD260/280 ratios between 1.9 and 2.1 were used for downstream analyses.

Reverse transcription was performed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, K1622) with random hexamer primers. Quantitative real-time PCR (RT-qPCR) was carried out on a CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories, 3600037) using iTaq Universal SYBR Green Supermix (Bio-Rad, 1725121) in 10 µL reaction volumes, following the manufacturer’s instructions.

Data were analyzed using CFX Manager software (version 1.6, Bio-Rad) and expressed as relative gene expression levels using the 2^−ΔΔCt^ method, normalized to control samples. The housekeeping gene *ube2a* was used for normalization. All reactions were performed in technical triplicates. Primer sequences are listed in Supplementary Table S2.

### 2.7. Library Preparation and RNA Sequencing

Poly(A)+ mRNA was isolated from total RNA using oligo-dT magnetic beads. Strand-specific sequencing libraries were prepared using the Watchmaker RNA Library Prep Kit (Twist Bioscience; 7BK0001-096, Boulder, CO, USA) according to the manufacturer’s instructions, including first- and second-strand cDNA synthesis, end repair, adapter ligation, and incorporation of unique dual indices for sample multiplexing.

Final libraries were assessed for concentration, quality, and insert size distribution (target range: 300–400 bp) using a Fragment Analyzer system. Equimolar pools of indexed libraries were sequenced on an Illumina NovaSeq 6000 platform (S4 flow cell, paired-end 2 × 150 bp), yielding an average depth of approximately 80 million reads per sample.

### 2.8. Primary Bioinformatic Analysis: Read Processing and Alignment

Initial quality control of raw FASTQ files was performed using FastQC v0.12.1. Adapter sequences and low-quality bases were removed using Trimmomatic v0.39 (ILLUMINACLIP:2:30:10, SLIDINGWINDOW:4:20, MINLEN:36). High-quality reads were aligned to the *Danio rerio* reference genome (GRCz11, Ensembl release 108) using STAR aligner v2.7.10a with default parameters and two-pass mapping enabled to improve splice junction detection.

### 2.9. Gene Quantification and Differential Expression Analysis

Aligned reads were quantified using two complementary approaches: (i) featureCounts (Subread v2.0.3) with exon-level summarization and strand-specific counting; (ii) CLC Genomics Workbench (Qiagen, v25.0.0), which was used to assess overall mapping efficiency, transcript-level abundance expressed as transcripts per million (TPM), fusion events, and transcript diversity through its RNA-Seq Analysis Module.

Raw count matrices generated by featureCounts were imported into R (v4.3.1) for differential expression analysis using DESeq2 (v1.48.0). Genes with an absolute log_2_ fold change > 0.585 and a Benjamini–Hochberg-adjusted *p*-value (false discovery rate, FDR) < 0.05 were considered significantly differentially expressed (DEGs).

Model performance and data quality were assessed by inspecting dispersion estimates, MA plots, and principal component analysis (PCA). PCA was used as an exploratory quality control step to evaluate sample-to-sample variability based on global gene expression profiles (log_2_ TPM). Samples behaving as multivariate outliers and failing to cluster with their biological replicates were excluded from downstream analyses. Only samples passing quality control were retained for PCA visualization and differential expression analysis.

### 2.10. Functional Annotation and Pathway Enrichment Analysis

Functional enrichment analyses of DEGs were performed using multiple independent tools to ensure robustness and cross-validation of enriched terms, including g:Profiler (g:GOSt; default multiple-testing correction), Enrichr (KEGG, Reactome, WikiPathways), DAVID Bioinformatics Resources 2023 (v6.8), and ReactomePA v1.54.0 (R package for curated Reactome pathway enrichment).

Gene Ontology (GO) categories, including Biological Process (BP), Molecular Function (MF), and Cellular Component (CC), were analyzed. Pathways with a corrected *p*-value < 0.05 identified by at least two independent tools were retained for interpretation. Canonical regeneration-associated pathways (e.g., Jak/Stat, Notch, Wnt) were evaluated in the context of established zebrafish retinal regeneration literature, whereas less-characterized pathways were cross-referenced with PubMed and ZFIN to assess prior biological annotation.

### 2.11. Transcript-Level Analysis and Isoform Dynamics

Transcript abundance and alternative splicing were assessed using StringTie2 (v2.2.1) with reference-guided transcript assembly. In parallel, CLC Genomics Workbench was used to visualize exon usage, transcript structure, and potential fusion events across conditions.

Differential transcript usage (DTU) was evaluated using the DEXSeq framework, enabling the identification of isoform-level regulation in regeneration-associated genes, including *sox2*, *ascl1a*, and *stat3*.

### 2.12. Data Visualization and Statistical Analysis

Data visualization was performed in R using the following packages: ggplot2 (v3.4.2), ComplexHeatmap (v2.14.0), EnhancedVolcano (v1.18.0), clusterProfiler (v4.8.1), and GOplot (v1.0.2). Heatmaps and volcano plots were standardized across contrasts. Pathway interaction networks were generated using Cytoscape (v3.10.0) with the ClueGO plugin. All raw and processed RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE313277.

For non-transcriptomic analyses, statistical analyses were performed using GraphPad Prism 8.0 (GraphPad Software, La Jolla, CA, USA). Data normality was assessed using the Shapiro–Wilk test. Parametric data were analyzed using Student’s *t*-test, whereas non-parametric data were analyzed using the Mann–Whitney test, as specified in the corresponding figure legends. Data are presented as mean ± s.d., and statistical significance was defined as *p* ≤ 0.05. Schematics were created in biorender.com.

## 3. Results

### 3.1. Light-Induced Retinal Damage Elicits Early Degeneration- and Regeneration-Associated Responses in Zebrafish Larvae

Light-induced retinal damage (LIRD) was induced in pigmented larvae at 4 dpf by exposure to high-intensity white light (50,000 lux for 3.5 h). Cellular and molecular signatures associated with early degenerative and regeneration-related responses were then assessed 48 hours-post-light-induced retinal damage (HPL) using immunohistochemistry, Western blot analysis (WB), and transcriptomic profiling (Supplementary Figure S1A).

To assess photoreceptor integrity following LIRD, we performed immunofluorescence staining for Arrestin 3a (Arr3a/Zpr1), a marker of red/green double cone photoreceptors [46]. In control retinae, photoreceptor cell nuclei formed a regularly spaced and organized layer, with Zpr1 labeling defining a continuous domain extending from the synaptic pedicle to the apical inner segment (Figure 1A, CTRL). In contrast, LIRD-treated retinae exhibited significant photoreceptor dysmorphology, with the nuclei appearing disorganized and more densely packed compared to controls (Figure 1A, LIRD). This was accompanied by a marked reduction in the apico-basal thickness of the Zpr1-positive domain, suggesting structural collapse of the photoreceptor compartment (Figure 1A,B). These changes are consistent with acute early stages of the retinal stress response.

To evaluate early proliferation-associated responses in the central retina, we examined the expression of proliferating cell nuclear antigen (PCNA). To specifically identify proliferating MG, we used the transgenic reporter line Tg(fli1:gal4;UAS:mCherry) [47] Validation of this reporter line confirmed that 78.2 ± 8% of Glutamine Synthetase (GS)-positive MG in the central retina of 6 dpf larvae co-expressed mCherry (Supplementary Figure S2). Beyond molecular markers, these mCherry+ cells exhibited the hallmark bipolar morphology of MG, with apical processes extending toward the photoreceptor layer and basal end feet at the inner limiting membrane (Figures S2 and 1C) [6,35]. This high degree of overlap and morphological consistency supports the reliability of this reporter line for identifying the MG population in the larval zebrafish retina.

Under physiological conditions at 6 dpf, the central retina is largely devoid of PCNA expression, aside from a few dividing late precursors [48] Consistently, mCherry-positive MG in control larvae rarely expressed PCNA (Figure 1C,D CTRL). Following LIRD, we observed robust induction of PCNA within the mCherry-positive MG population (Figure 1C,D LIRD), consistent with injury-induced cell cycle re-entry prior to the loss of differentiated markers [6,35] These findings demonstrate that LIRD triggers reactive proliferation of MG, consistent with their established role as intrinsic retinal stem cells during regeneration.

WB analysis further confirmed molecular responses associated with LIRD-induced injury (Figure 2). Cleaved caspase-3 levels were significantly elevated (~1.5-fold) compared to controls (Figure 2A), consistent with increased caspase-3 immunolabeling (Supplementary Figure S3) and reflecting activation of caspase-dependent apoptotic pathways, in agreement with previous reports in phototoxic retinal injury models [25] At the same time, WB analysis revealed marked upregulation of GFAP (~2.4-fold) and PCNA (~1.5-fold) protein levels following LIRD (Figure 2B,C), in line with global MG activation and increased proliferative activity in the injured retina, in line with the MG-specific proliferation demonstrated by PCNA immunohistochemistry (Figure 1).

Collectively, these results demonstrate that LIRD induces coordinated apoptotic, gliotic, and proliferative responses in the zebrafish larval retina, recapitulating hallmark responses observed in established adult retinal injury models.

### 3.2. Transcriptomic Analysis Delineates Canonical Regeneration Programs Alongside Underexplored Metabolic and Redox Stress Responses

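Retinae of control (CTRL) and light-exposed (LIRD) zebrafish larvae were profiled by strand-specific sequencing of poly(A)+ RNA, with 1 library per pool of 50 retinae in the paper's description. The authors trimmed the reads, aligned them with STAR to GRCz11, counted them on the exons of each gene with featureCounts, and deposited the raw counts without normalization. The paper's text does not name whether reads or read pairs were counted. The table holds 25281 genes in 17 libraries, 9 CTRL and 8 LIRD, which are the libraries plotted in Figure 3F. The sample labels list 23 samples, 12 CTRL and 11 LIRD. The 6 listed samples outside the table were not analysed here, and the paper states that outlying samples were excluded after PCA. The labels and the paper describe the samples differently. The paper gives larvae of 4 dpf, light of 50000 lux for 3.5 h, recovery for 48 h and TRIzol extraction, whereas the labels give adult fish, 15000 lux for 24 h, dissection right after the exposure and a column kit. The labels also count animals in each group and name no pools, so what a replicate and its SD stand for rests on the paper. The conditions named here are the paper's. Library names fall into 2 index series, with replicates 1 and 2 of each condition in the first series and 7 CTRL and 6 LIRD libraries in the second.
Total counts per library ranged from 70932504 to 144932681 in CTRL (median 105906004, n = 9) and from 97506021 to 150347385 in LIRD (median 110077567, n = 8). The average number of reads per sample that the paper states in its methods is lower than these medians, and the values here rest on the deposited counts. Mean total counts did not differ between the conditions (exact permutation test, two-sided, p = 0.598). Genes were kept by edgeR's filterByExpr rule, which left 22503 genes, and counts were normalized by its TMM method. CPM values are counts scaled by the product of the library's total over these genes and its TMM factor. Each gene was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested (FDR). Differentially expressed genes (DEGs) were called at the paper's thresholds, an absolute log2 fold change over 0.585 and an FDR under 0.05. Fold changes compare LIRD with CTRL, and CPM values are means ± SD over 9 CTRL and 8 LIRD libraries. Gene identifiers are those of the table, and symbols were matched to 23499 of the 25281 identifiers. Where the paper's gene name matched the symbol of several genes, each of them is reported.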

To assess injury-associated transcriptional changes, bulk RNA-sequencing was performed on control and LIRD retinae collected 48 HPL. This analysis revealed a robust and reproducible differential transcriptomic response to phototoxic injury (Figure 3). 

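Of the 22503 genes tested, 9 were DEGs, 8 higher and 1 lower in LIRD, and 1719 had an unadjusted p under 0.05. With the Wald test of DESeq2, the tool the paper used, 78 genes were DEGs, 61 higher and 17 lower, and these included the 9. The count moved most when the test was restricted to the first library series, with 2 CTRL and 2 LIRD libraries, where 3891 genes were DEGs. CTRL replicates 3 and 11 and LIRD replicates 5 and 11 were nearly alike, and with the counts of each pair added up, an alternative chosen after the data were seen, 5 genes were DEGs, all among the 9. With each library left out in turn, the count stayed between 7 and 39, and the highest came without LIRD replicate 10.
The smallest FDR belonged to ptgdsb.1 (ENSDARG00000027088), which had 345 ± 90.99 CPM in LIRD and 90.2 ± 28.7 CPM in CTRL, a log2 fold change of 1.94 (standard error 0.19, FDR = 0.00015). A neighbouring copy with a similar name, ptgdsb.2 (ENSDARG00000071626), was also a DEG at 0.96 (standard error 0.17, FDR = 0.04). Reads that fit both copies could make the split between them uncertain, which was not tested. CRTAC1 (ENSDARG00000059826) had 35.4 ± 12.5 CPM in LIRD and 12.7 ± 1.88 CPM in CTRL, a log2 fold change of 1.47 (standard error 0.17, FDR = 0.00063). The other gene with the CRTAC1 symbol (ENSDARG00000102517) had a log2 fold change of -0.086. In soul5 (ENSDARG00000075015) and fthl28 (ENSDARG00000076221) the log2 fold changes were 1.28 and 1.34, with FDRs of 0.0068 and 0.013. The genes ENSDARG00000090612 and ENSDARG00000053483 rose by 1.05 and 0.64. In each of the 8 LIRD libraries, ptgdsb.1, CRTAC1 (ENSDARG00000059826), soul5, fthl28, ENSDARG00000090612 and ENSDARG00000053483 lay above every CTRL library. The 1 lower gene, ENSDARG00000069305, had 3.54 ± 0.978 CPM in LIRD and 10.8 ± 4.47 CPM in CTRL, a log2 fold change of -1.6 (standard error 0.25, FDR = 0.014). The remaining DEG, CACNG5 (ENSDARG00000003326), had a log2 fold change of 0.81. It and ptgdsb.2 fall outside the rule for naming genes and were chosen after their values were seen.
Principal component 1 of the 500 most variable genes held 24.8% of their variance. Its mean score was 4.88 ± 16.0 (SD, n = 8) in LIRD and -4.34 ± 7.39 (SD, n = 9) in CTRL, a difference within the spread between libraries (exact permutation test, two-sided, p = 0.144). Within the first series the exact p was 0.333, the smallest that 2 against 2 libraries allow, and within the second it was 0.520. None of the first 5 components, each tested alone, differed between the conditions (smallest Benjamini-Hochberg adjusted p = 0.35, exact permutation tests). Separation along a combination of components was not tested. The paper states that the response to phototoxic injury is robust and reproducible (Figure 3).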

Consistent with previously described molecular features of retinal injury and MG reprogramming [19,23,24,49,50,51] differential expression analysis identified upregulation of canonical regeneration-associated genes, including *ascl1a*, *stat3*, and *sox2* (Figure 3A,B,E).

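None of the 3 genes differed between the conditions. ascl1a (ENSDARG00000038386) had 14.4 ± 1.67 CPM in LIRD and 14.5 ± 2.65 CPM in CTRL, a log2 fold change of -0.0033 (standard error 0.11, FDR = 0.99 from edgeR's quasi-likelihood test). stat3 (listed as STAT3, ENSDARG00000022712) had 27.6 ± 6.78 CPM in LIRD and 28.7 ± 5.64 CPM in CTRL, a log2 fold change of -0.059 (standard error 0.14, FDR = 0.89). sox2 (listed as SOX2, ENSDARG00000070913) had 101 ± 3.39 CPM in LIRD and 103 ± 7.64 CPM in CTRL, a log2 fold change of -0.034 (standard error 0.06, FDR = 0.85). No gene of the 3 had an unadjusted p under 0.05. Under the alternatives tried, the log2 fold changes stayed between -0.13 and 0.44 for ascl1a, between -0.24 and 0.01 for stat3 and between -0.077 and 0.13 for sox2. These ranges cross 0, so the sign was not stable in any of the 3 genes. The paper sets the upregulation of these genes beside earlier descriptions of retinal injury and Müller glia reprogramming, to which it finds it similar.

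**Figure D1:**
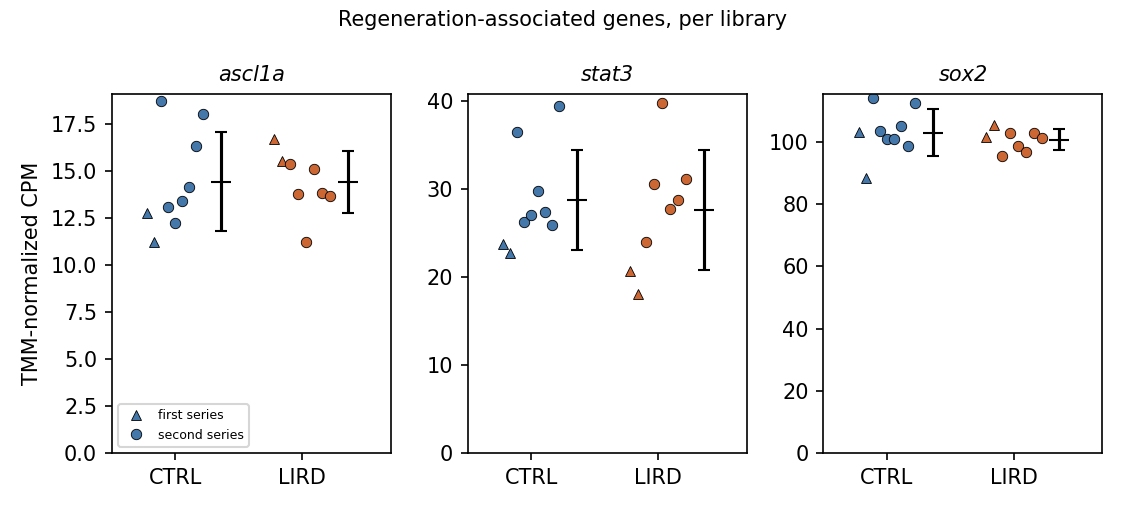
TMM-normalized CPM of ascl1a, stat3 and sox2 in each of the 9 CTRL and 8 LIRD libraries, with triangles for the first library series, circles for the second, and the mean ± SD beside the points. The means are 14.4 and 14.5 CPM for ascl1a, 27.6 and 28.7 for stat3 and 101 and 103 for sox2 in LIRD and CTRL.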

Functional enrichment analyses based on Gene Ontology (GO) and KEGG pathway annotations highlighted significant regulation of signaling pathways previously implicated in MG activation and progenitor proliferation, including Notch, Wnt, JAK/STAT, and Hedgehog signaling (Figure 3C1,C2) [25,37,52]. In addition to gene-level changes, transcript-level quantification revealed isoform-specific regulation of selected regeneration-associated transcripts, including *ascl1a-201*, *stat3-202*, and *sox2-201* (Figure 3D), suggesting that phototoxic injury is accompanied by nuanced transcriptional regulation.

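The annotation behind the paper's GO and KEGG terms was not used here, and lists of pathway genes were tested instead. They were written from general knowledge before the data were examined. Each list was compared with all other tested genes by camera (limma, inter-gene correlation preset to 0.01), with Benjamini-Hochberg adjustment over 29 lists. The test is of a common shift of a list, so changes both ways within it can cancel. The paper's enrichment was computed from its DEGs, which is another measure. The 40 Notch signaling genes tested had a median log2 fold change of -0.015 (FDR = 0.7). The median was -0.065 over 65 Wnt signaling genes (FDR = 0.054) and -0.02 over 42 JAK/STAT signaling genes (FDR = 0.93). The 21 Hedgehog signaling genes were lower in LIRD, with a median of -0.10 (FDR = 0.014), and 3 of them rose. With the replicate number as a block, the FDR of the Hedgehog list was 0.073. With a ribosomal protein score as a covariate, an alternative chosen after the data were seen, it was 0.13. The Wnt list, in turn, passed 0.05 with upper-quartile normalization (FDR = 0.046). Of the 13 lists with an FDR under 0.05, none held with the correlation estimated for each list and 1 held under fry.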

In addition to canonical regeneration-associated pathways, functional enrichment analyses identified several biological processes that are less frequently discussed in the context of zebrafish retinal injury and regeneration. These include proteolysis, phototransduction remodeling, hormone-mediated signaling, oxygen transport, and response to oxidative stress (Figure 4A–E). 

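The gene names in the paper's text and in Figure 3A, Figure 4A and the other panels of Figure 4, and Figure 5 stand for 52 tested genes. Of these, 5 were DEGs over all genes tested and 35 had an FDR under 0.05 when adjusted over the list alone. Since the study chose these genes on the same libraries, the adjustment over the list is not independent evidence. With DESeq2, 17 of the 52 were DEGs. None of the genes labelled in the 5 panels of processes in Figure 4 was a DEG in the edgeR test. The genes adjusted over the list alone numbered 11 of 13 for proteolysis, 10 of 12 for phototransduction, 4 of 4 for hormone-mediated signaling, 2 of 2 for oxygen transport and 0 of 5 for the response to oxidative stress. With an unadjusted p under 0.05 there were likewise 0 of these 5.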

RT-qPCR validation of selected differentially expressed genes (*cpa1*, *hbae3*, *nos2a*) confirmed the directionality of RNA-seq-derived expression trends (Figure 4F).

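In the RNA-seq libraries, the symbol CPA1 stands for 2 genes. CPA1 (ENSDARG00000030915) had 23.4 ± 12.7 CPM in LIRD and 8.30 ± 4.80 CPM in CTRL, a log2 fold change of 1.50 (standard error 0.41, FDR = 0.3 from edgeR's quasi-likelihood test). CPA1 (ENSDARG00000021339) had 263 ± 112 CPM in LIRD and 238 ± 154 CPM in CTRL, a log2 fold change of 0.14 (standard error 0.35, FDR = 0.89). Without LIRD replicate 1, the log2 fold change of the latter was -0.011. hbae3 (ENSDARG00000079305) had 369.8 ± 228 CPM in LIRD and 181 ± 42.7 CPM in CTRL, a log2 fold change of 1.03 (standard error 0.27, FDR = 0.26), and each of the 8 LIRD libraries lay above the CTRL median. NOS2 is also the symbol of 2 genes. NOS2 (ENSDARG00000026925) had 1.97 ± 2.84 CPM in LIRD and 0.275 ± 0.182 CPM in CTRL, a log2 fold change of 2.84 (standard error 0.67, FDR = 0.19), and 6 of 8 LIRD libraries lay above the CTRL median. LIRD replicate 4 had 8.37 CPM, and without it the log2 fold change was 1.94. NOS2 (ENSDARG00000031976) had a log2 fold change of -0.50 (standard error 0.20, FDR = 0.56). With DESeq2, hbae3 (FDR = 0.033) and NOS2 (ENSDARG00000026925, FDR = 0.011) were DEGs, and CPA1 (ENSDARG00000030915) was not (FDR = 0.089).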

Proteolysis emerged as one of the most prominently enriched biological categories. 

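Of the 13 tested genes that stand behind the proteolysis labels of Figure 4A, 8 had a higher and 5 a lower mean in LIRD. Among the higher, isg15 (ENSDARG00000086374) had 1.44 ± 0.652 CPM in LIRD and 0.690 ± 0.209 CPM in CTRL, a log2 fold change of 1.06 (standard error 0.24, FDR = 0.17 from edgeR's quasi-likelihood test), and each of the 8 LIRD libraries lay above the CTRL median. psmb8a (listed as PSMB8, ENSDARG00000001303) had 1.13 ± 0.835 CPM in LIRD and 0.452 ± 0.173 CPM in CTRL, a log2 fold change of 1.32 (standard error 0.40, FDR = 0.38), with 5 of 8 LIRD libraries above the CTRL median. fbxl3l (ENSDARG00000037738) rose by 1.57 (FDR = 0.34), but its log2 fold change was -0.54 in the first library series alone. The log2 fold changes of ctss2.2 (ENSDARG00000013771), ENSDARG00000019772 and ENSDARG00000089432 were 0.73, 0.65 and 1.49. Among the lower, adam15 (listed as ADAM15, ENSDARG00000089213) had 9.79 ± 3.62 CPM in LIRD and 17.0 ± 3.92 CPM in CTRL, a log2 fold change of -0.80 (standard error 0.19, FDR = 0.21), and each of the 8 LIRD libraries lay below the CTRL median. usp21 (ENSDARG00000094280) and ENSDARG00000089806 had log2 fold changes of -0.89 and -1.77. The symbol RNF34 stands for 2 genes, with log2 fold changes of -0.78 for RNF34 (ENSDARG00000054036) and -0.25 for RNF34 (ENSDARG00000038300). The filter on low counts removed ctslb.4. With DESeq2, ADAM15 (FDR = 0.022) and isg15 (FDR = 0.01) were DEGs.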

Genes associated with proteolytic systems and post-translational regulation showed both up- and downregulation, suggesting a coordinated reorganization of proteostatic pathways following phototoxic injury (Figure 4A). Phototransduction remodeling-related processes were also significantly enriched (Figure 4B), which could indicate adaptive or compensatory transcriptional responses following photoreceptor stress. 

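The 12 tested genes behind the labels of Figure 4B went both ways, 8 higher and 4 lower in LIRD. The smallest FDR among them belonged to NDRG1 (ENSDARG00000010420), with 507 ± 139 CPM in LIRD and 276 ± 72.7 CPM in CTRL and a log2 fold change of 0.88 (standard error 0.18, FDR = 0.087 from edgeR's quasi-likelihood test). The other NDRG1 gene (ENSDARG00000032849) rose by 0.45. The opsin opn1lw1 (ENSDARG00000044862) had 60.4 ± 14.7 CPM in LIRD and 36.3 ± 10.5 CPM in CTRL, a log2 fold change of 0.74 (standard error 0.18, FDR = 0.22), and opn1mw2 (ENSDARG00000044280) had a log2 fold change of 0.56 (standard error 0.24, FDR = 0.61). These opsins lie beside close paralogs, between which the counting could split reads. GNGT2 (ENSDARG00000010680) and GNGT2 (ENSDARG00000103543) rose by 0.87 and 0.37. ASB15 (ENSDARG00000045863) rose by 1.33 at a mean of 0.587 CPM in CTRL, and ASB15 (ENSDARG00000045633) had a log2 fold change of -0.26. Among the lower genes, guca1aa (ENSDARG00000010454) had 2.92 ± 0.656 CPM in LIRD and 5.26 ± 2.39 CPM in CTRL, a log2 fold change of -0.85 (standard error 0.23, FDR = 0.29), and samsn1b (ENSDARG00000078647) had a log2 fold change of -0.84. In both, each of the 8 LIRD libraries lay below the CTRL median. With DESeq2, 4 of the 12 genes were DEGs, namely NDRG1 (ENSDARG00000010420, FDR = 0.0015), opn1lw1 (FDR = 0.033), guca1aa (FDR = 0.046) and NOS2 (ENSDARG00000026925, FDR = 0.011). A list of 56 phototransduction genes, fixed before the data were examined, had a median log2 fold change of -0.035 (camera, FDR = 0.24). Because camera tests a common shift, this value cannot decide whether genes of the list changed both ways. A list of 9 cone and rod opsins had a median of 0.42 (camera, FDR = 8.4e-05), and 8 of the 9 were higher. This did not hold with the correlation estimated for the list (FDR = 0.35) or under fry (FDR = 0.20).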

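The Rev-erb receptor genes had lower means in LIRD than in CTRL, and none of them was a DEG. nr1d4a (ENSDARG00000031161) had 7.54 ± 4.73 CPM in LIRD and 19.3 ± 8.35 CPM in CTRL, a log2 fold change of -1.36 (standard error 0.33, FDR = 0.22 from edgeR's quasi-likelihood test). nr1d4b (ENSDARG00000059370) had 26.0 ± 18.0 CPM in LIRD and 54.5 ± 21.1 CPM in CTRL, a log2 fold change of -1.07 (standard error 0.34, FDR = 0.41). nr1d1 (listed as NR1D1, ENSDARG00000033160) had 169.9 ± 121 CPM in LIRD and 398 ± 143.3 CPM in CTRL, a log2 fold change of -1.23 (standard error 0.39, FDR = 0.41), and none of the 8 LIRD libraries lay above the CTRL median. The receptor gene esrrgb (ENSDARG00000011696) had a log2 fold change of -0.76 (standard error 0.22, FDR = 0.33). In the second library series alone, the log2 fold changes of nr1d4a, nr1d4b and NR1D1 were -0.98, -0.68 and -1.52. In the first series they were -2.91, -2.80 and -0.73. With DESeq2, nr1d4a was a DEG (FDR = 0.012). A list of 5 Rev-erb receptor genes, fixed before the data were examined, had a median log2 fold change of -1.24 (camera, FDR = 6.2e-07), and under fry its FDR was 0.036. With the correlation estimated for the list, its FDR was 0.17.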

Hormone-mediated signaling pathways were similarly enriched, driven primarily by coordinated downregulation of Rev-erb nuclear receptors (*nr1d4a*, *nr1d4b*, *nr1d1*; Figure 4C). Unexpectedly, genes encoding hemoglobin subunits (*hbbe1.3*, *hbae3*, *hbbe1.2*, and *hbae1.3*) were among the most strongly upregulated transcripts within the oxygen transport category (Figure 4D). 

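The names hbbe1.3 and hbbe1.2 matched no symbol among those found for the table's identifiers, so values for them are not given, and the genes may be in the table under identifiers without a symbol or with another one. hbae1.3 (ENSDARG00000089124) had 176 ± 93.4 CPM in LIRD and 93.5 ± 23.07 CPM in CTRL, a log2 fold change of 0.92 (standard error 0.24, FDR = 0.28 from edgeR's quasi-likelihood test). Each of the 8 LIRD libraries lay above the CTRL median, and 4 lay above every CTRL library. Its log2 fold change was 0.82 in the second library series and 1.28 in the first. The copies, hbae1.2 (ENSDARG00000088330) and hbae1.1 (ENSDARG00000089475), had log2 fold changes of 0.89 and 0.75. The counting could split reads between such copies. With DESeq2, hbae1.3 was a DEG (FDR = 0.046). A list of hemoglobin subunit genes fixed before the data were examined had 6 tested members, each of them higher. Their median log2 fold change was 0.70 (camera, FDR = 3.3e-05). With the correlation estimated for the list the FDR was 0.35, and under fry it was 0.20.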

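Mean expression of 5 antioxidant genes was higher in LIRD, a difference within the spread between libraries. The LIRD libraries were divided among themselves. In prdx1, LIRD replicates 1, 2, 4 and 9 lay above every CTRL library and the other 4 below every one. For gpx4b, 3 LIRD libraries lay above and 4 below every CTRL library. These counts were 4 and 1 for sod1, 3 and 1 for sod2, and 3 and 0 for gpx4a. prdx1 (ENSDARG00000058734) had 30.4 ± 15.14 CPM in LIRD and 27.3 ± 5.87 CPM in CTRL, a log2 fold change of 0.16 (standard error 0.25, FDR = 0.83 from edgeR's quasi-likelihood test). sod1 (listed as SOD1, ENSDARG00000043848) had 100.4 ± 46.2 CPM in LIRD and 75.8 ± 18.4 CPM in CTRL, a log2 fold change of 0.40 (standard error 0.23, FDR = 0.7). sod2 (listed as SOD2, ENSDARG00000042644) had 59.4 ± 22.1 CPM in LIRD and 49.5 ± 11.097 CPM in CTRL, a log2 fold change of 0.26 (standard error 0.20, FDR = 0.7). gpx4a (ENSDARG00000068478) had 271 ± 211.4 CPM in LIRD and 165 ± 64.4 CPM in CTRL, a log2 fold change of 0.71 (standard error 0.35, FDR = 0.66), and without LIRD replicate 1 this was 0.29. gpx4b, matched through the symbol GPX4 (ENSDARG00000076836), had 133 ± 99.1 CPM in LIRD and 98.5 ± 36.2 CPM in CTRL, a log2 fold change of 0.43 (standard error 0.36, FDR = 0.71), and without LIRD replicate 1 this was 0.0933. Without the same library, the log2 fold changes of prdx1, SOD1 and SOD2 were 0.019, 0.24 and 0.15. The median of the 5 was 0.97 in the first library series and 0.0361 in the second, where prdx1 and GPX4 had log2 fold changes of -0.0898 and -0.0773. A list of 53 antioxidant genes, fixed before the data were examined, had a median log2 fold change of 0.13 (camera, FDR = 0.029). With a ribosomal protein score as a covariate its FDR was 0.58. With the correlation estimated for the list it was 0.86, and under fry it was 0.80.

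**Figure D2:**
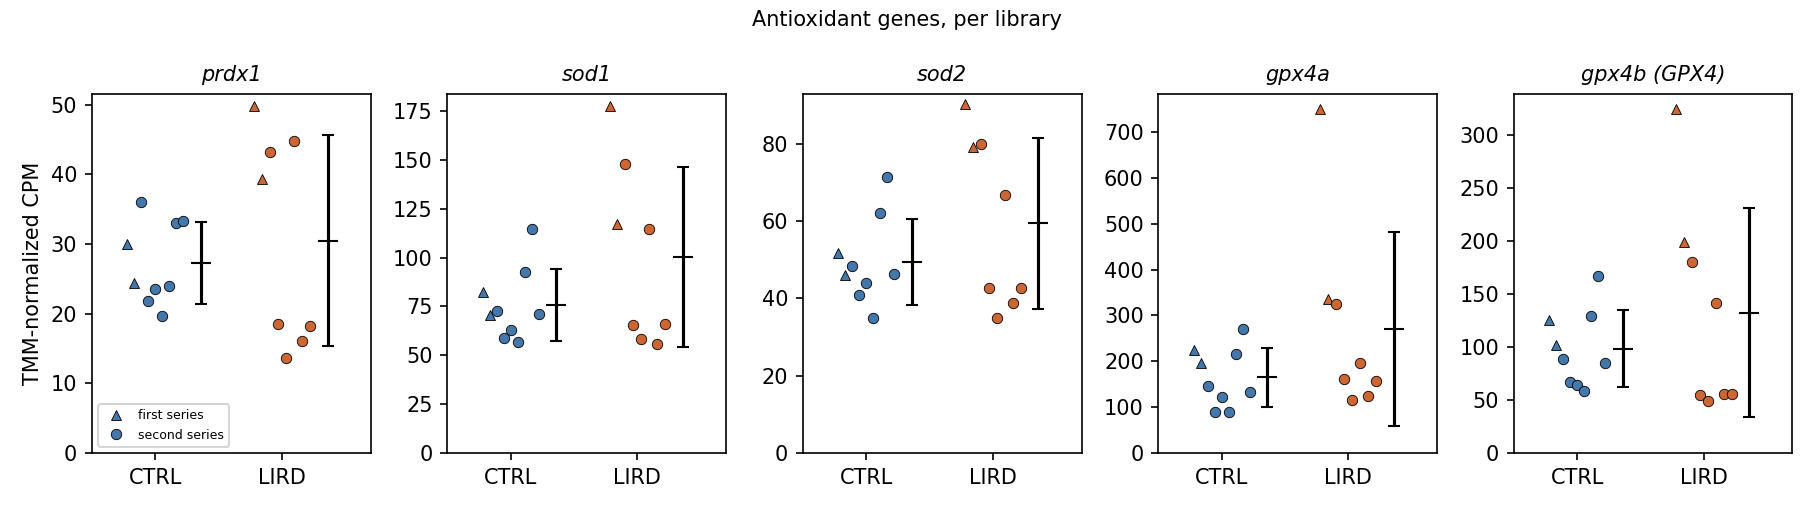
TMM-normalized CPM of prdx1, sod1, sod2, gpx4a and gpx4b (GPX4) in each of the 9 CTRL and 8 LIRD libraries, with triangles for the first library series, circles for the second, and the mean ± SD beside the points. For prdx1, the SD is 15.14 CPM in LIRD and 5.87 CPM in CTRL.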

While hemoglobins are classically associated with erythroid cells, increasing evidence supports non-canonical roles for hemoglobin expression in redox buffering and nitric oxide signaling in non-hematopoietic tissues [53,54,55] Consistent with this observation, the response to oxidative stress was significantly enriched, with increased expression of several antioxidant and redox-regulatory genes, including *prdx1*, *sod1*, *sod2*, *gprx4a*, *gprx4b* (Figure 4E). Taken together, acute LIRD engages a broad transcriptional stress-response program that extends beyond classical regeneration-associated pathways.

### 3.3. Oxidative Stress Influences Regeneration-Associated Responses

The robust transcriptional regulation of oxidative stress- and antioxidant-associated gene networks observed following larval LIRD, including detoxification enzymes and hemoglobin-related genes, prompted us to functionally probe the contribution of oxidative stress to early regeneration-associated responses following phototoxic injury.

To this end, larvae were allowed to recover for 48 h after LIRD in the presence of the antioxidant *N*-acetylcysteine (NAC) (Figure 5A). RT–qPCR analysis confirmed that expression of the oxidative stress-responsive gene *sod1* was strongly induced following LIRD and that this induction was significantly attenuated by NAC treatment (Figure 5B), consistent with effective modulation of oxidative stress under these conditions. Similarly, expression of the pro-apoptotic gene *bax* was elevated after LIRD and significantly reduced in NAC-treated larvae (Figure 5C), indicating suppression of apoptosis-associated signaling. In contrast, expression of the inflammatory marker *il1β* remained elevated following LIRD and was not reduced by NAC treatment (Figure 5D), suggesting that inflammatory activation is largely maintained independently of antioxidant-mediated modulation of oxidative stress in this paradigm.

We next examined markers associated with early regeneration-related responses. LIRD induced a significant increase in *gfap* expression, which was attenuated by NAC treatment (Figure 5E). In parallel, expression of the proliferation-associated marker *pcna* was significantly reduced in NAC-treated larvae compared with LIRD alone (Figure 5F). Together, these data suggest that oxidative stress contributes to the induction or maintenance of early glial activation and proliferation-associated transcriptional responses following phototoxic injury.

To validate the transcriptional effects of antioxidant treatment at the protein level, we performed WB analyses on larval retinae collected 48 h after LIRD in the presence or absence of *N*-acetylcysteine (NAC) (Figure 6). Consistent with the induction of apoptosis-associated pathways following phototoxic injury, LIRD resulted in a marked increase in cleaved caspase-3 protein levels, which was significantly attenuated by NAC treatment (Figure 6A). In parallel, the LIRD-induced elevation of proliferating cell nuclear antigen (PCNA) was reduced in NAC-treated larvae, indicating that proliferation-associated responses were suppressed under antioxidant conditions (Figure 6B).

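In the RNA-seq libraries, lists of genes of both pathways, fixed before the data were examined, were tested with camera (adjusted over 29 lists). The 28 Hippo signaling genes had a median log2 fold change of -0.063 (FDR = 0.1), and 6 of them were higher in LIRD. The 44 MAPK signaling genes had a median of -0.038 (FDR = 0.43), and 19 of them were higher. With the counts of 2 pairs of near-identical libraries added up, an alternative chosen after the data were seen, the Hippo list had an FDR of 0.024.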

Key growth- and regeneration-associated signaling components, including the Hippo and Mitogen-Activated Protein Kinase (MAPK) pathways, were enriched in our transcriptomic analysis and have been previously implicated in retinal injury and regeneration [10,56,57] We therefore examined whether mitigation of oxidative stress influences these pathways. LIRD exposure was associated with increased levels of phosphorylated ERK (pERK) and reduced levels of phosphorylated YAP (pYAP), consistent with modulation of MAPK- and Hippo-associated signaling. Both responses were significantly attenuated by NAC treatment (Figure 6C,D). Together, these data indicate that NAC treatment modulates apoptosis- and growth-associated signaling responses induced by LIRD.

### 3.4. Subtoxic H_2_O_2_ Exposure Promotes Proliferation in the Absence of Overt Apoptosis

Given the reduction in proliferation-associated responses observed upon antioxidant treatment following LIRD, we next asked whether a moderate increase in ROS levels is sufficient to influence proliferation-associated markers in the absence of phototoxic injury. To address this, subtoxic intra-retinal injections of vehicle (PBS) or hydrogen peroxide (H_2_O_2_) were performed in 4 dpf larvae, which were then allowed to recover under standard conditions for 48 h (Figure 7A).

RT–qPCR analysis showed that expression of the pro-apoptotic gene *bax* was not significantly altered following H_2_O_2_ injection compared with PBS controls, indicating the absence of a detectable apoptotic transcriptional response under these conditions (Figure 7B). In contrast, *pcna* expression was significantly increased, while *gfap* showed a modest but non-significant upward trend (Figure 7C,D), consistent with the engagement of proliferation-associated programs without robust glial activation. Protein-level analyses corroborated these findings. WB analysis confirmed that H_2_O_2_ exposure did not induce caspase-3 cleavage, supporting the absence of overt apoptosis, whereas PCNA protein levels were significantly increased relative to controls (Figure 7E,F).

Together, these results indicate that subtoxic elevation of ROS is sufficient to enhance proliferation-associated markers in the larval zebrafish retina, in the absence of phototoxic injury or detectable apoptosis.

## 4. Discussion

Several paradigms have been used to study the remarkable regenerative capacity of the zebrafish retina, including physical lesions, chemical ablation, and light-induced retinal damage (LIRD) [14,24,26,29,31,58,59,60] While LIRD is well-characterized in adults, few studies have examined larval stages [25,37].

In this study, we established and validated a pigmented larval LIRD model that recapitulates key features of early degeneration and regeneration. Within 48 h post-lesion, apoptotic pathways (*bax*, cleaved caspase-3) were activated alongside markers of MG reactivity and proliferation (GFAP, PCNA).

Histological assessment of the photoreceptor cell layer (PCL) revealed an acute stress response. Although DAPI/Zpr1+) photoreceptor cells remained structurally present, the apical-basal collapse of the Zpr1+ domain, and the induction of apoptotic markers suggest these cells initiate a pathological stress program prior to overt loss, consistent with adult LIRD paradigms [15,61] Likewise, we observed molecular up-regulation of GFAP and the emergence of mCherry+/PCNA+ cells (validated as predominantly GS+) in the central retina. Notably, activated MG do not immediately downregulate differentiation markers upon cell-cycle re-entry, but instead transition through a GS+/PCNA+ state before undergoing full dedifferentiation [6,35]. Thus, the presence of PCNA+ MG in our model serves as a definitive marker of an injury-induced regenerative program.

Transcriptomic profiling revealed induction of canonical regeneration-associated genes, including *ascl1a*, *stat3*, and *sox2*, reflecting early MG dedifferentiation and progenitor activation [23,27,62]. Beyond canonical pathways, our analysis highlighted an array of underexplored processes as well as isoform-specific regulation, underscoring the complex landscape of the phototoxic injury response.

Genes involved in proteolysis and extracellular matrix (ECM) remodeling, including *cpa1* and the immunoproteasome subunit *psmb8a*, were significantly upregulated. These changes suggest dynamic proteostasis and ECM restructuring during the early injury response. While ECM remodeling remains poorly characterized in the regenerating retina, evidence from zebrafish spinal cord injury demonstrates that ECM dynamics facilitate neural restoration through interactions with Wnt signaling [63]. In line with this, the enrichment of Wnt-related pathways in our KEGG analysis raises the possibility that ECM remodeling and Wnt activation are coordinately engaged during early retinal repair. Such remodeling may not only support MG nuclear migration and progenitor expansion, but also prevent fibrotic scarring, thereby preserving regenerative competence [64].

Our dataset also revealed a complex sensory-transduction signature characterized by bidirectional regulation: suppression of phototransduction-reset genes alongside upregulation of multiple cone opsins. Rather than reflecting simple photoreceptor shutdown, this transcriptional reorganization may indicate early circuit remodeling or compensatory adaptation following phototoxic stress. Zebrafish photoreceptors become post-mitotic and fully functional by 72 hpf, even if they continue to refine their structure and sensitivity throughout the larval period [65,66]. It is therefore tempting to speculate that the selective regulation of distinct opsin genes reflects MG re-engaging in lineage-specific photoreceptor developmental programs [67,68]. Distinguishing this regenerative potential from a secondary adaptive stress response will, however, require functional validation.

Furthermore, the coordinated downregulation of Rev-erb nuclear receptors (*nr1d1*, *nr1d4a*, *nr1d4b*) points to the contribution of circadian and metabolic regulatory networks. As key integrators of rhythmic timing and homeostasis, Rev-erbs are essential for retinal differentiation and survival [69,70,71]. Their suppression following LIRD may signal metabolic reprogramming necessary to unlock MG plasticity, perhaps by altering energy utilization to support the transition from a quiescent to a proliferative state. Alternatively, given their known neuroprotective functions, loss of Rev-erbs might instead exacerbate the retina’s vulnerability to phototoxic stress [72].

A central finding of this study is the contribution of oxidative stress to early retinal responses. LIRD induced upregulation of antioxidant enzymes and non-canonical hemoglobin subunits (*hbbe1.3*, *hbae3*, *hbbe1.2*, *hbae1.3*). Although classically associated with erythroid lineages, hemoglobins are increasingly recognized for their non-canonical roles in redox buffering and nitric oxide signaling in non-hematopoietic tissues, including the brain [53,54,55,73]. Whether this signature represents de novo endogenous expression by retinal cells as a neuroprotective response, or the recruitment of transcriptionally active erythroid cells remains to be determined. Nevertheless, it reinforces the prominence of oxidative stress in the early LIRD landscape, highlighting a compelling new avenue for research into the larval LIRD stress response.

We sought to functionally dissect the relationship by pharmacologically modulating ROS in the LIRD larval model. Scavenging ROS with NAC attenuated apoptotic signaling (reduced cleaved caspase-3 and *bax*) and suppressed MG proliferation (PCNA and *gfap*), without significantly affecting the inflammatory marker *il1β*. This apparent dissociation suggests that, in this early injury phase or within a specific temporal window, ROS may function as a permissive signal for MG activation rather than as a primary driver of the broader inflammatory cascade. This is further supported by our observation that low-dose H_2_O_2_ exposure induced MG proliferative markers without eliciting apoptosis. Collectively, these findings suggest a “functional redox window” [74], wherein ROS serves as mitogenic signals for MG below the threshold required to trigger programmed cell death or amplify the broader inflammatory cascade.

While NAC shows clinical promise in Retinitis Pigmentosa [75], its in vivo activity is complex and dose dependent [76,77]. As we utilized a single concentration, future studies are required to define the specific temporal dynamics, and potential ROS-independent mechanisms involved. Such investigations will be essential to clarify the role of antioxidant-based modulation in the regenerating retina.

Notably, the conditions tested of H_2_O_2_ exposure resulted in a modest reduction in phosphorylated YAP (*p* = 0.08), while phosphorylated ERK levels remained unchanged (see Supplementary Figure S1). These observations suggest that proliferation induced by subtoxic ROS may occur independently of robust ERK/MAPK or Hippo/YAP pathway activation, or alternatively, may reflect the transient nature of a single H_2_O_2_ exposure. During LIRD, ROS are likely produced continuously, potentially engaging multiple signaling pathways over time. Therefore, future experiments utilizing repeated or sustained ROS elevation might be required to fully clarify their contribution to the proliferative response. Collectively, these data position ROS as a modulatory axis within the early retinal injury milieu, consistent with observations in other regenerative contexts, such as zebrafish fin regeneration [78,79]. However, these findings do not yet establish ROS as singular drivers of regeneration, nor do they resolve whether they act upstream, downstream, or in parallel with inflammatory pathways.

Several technical limitations also warrant consideration. Bulk RNA-seq cannot resolve cell-type-specific or spatially restricted transcriptional responses, and isoform-level dynamics remain correlative rather than mechanistic. While our transcriptomic analysis reveals the robust activation of canonical regenerative factors, including *ascl1a*, *stat3*, and *sox2*, further functional validation via genetic loss-of-function studies is required to establish their causal roles in MG dedifferentiation in this model. Similarly, the observed changes in ECM remodeling, proteolysis, and oxygen transport represent a complex stress response that may be either permissive for regeneration or secondary to phototoxic injury. Additionally, while the larval LIRD paradigm serves as a high-throughput platform for pharmacological screening, it utilizes an acute, high-intensity insult that differs from the chronic, progressive nature of human retinal degenerations.

In summary, this study establishes the larval LIRD model as a tractable platform for interrogating early cellular responses to phototoxic and oxidative injury. We provide a comprehensive transcriptomic resource and demonstrate a functional contribution of ROS to MG activation during the early stress response. These findings lay the groundwork for future investigations aimed at defining the ‘functional redox window’ and elucidating the interplay between ROS-mediated signaling and canonical regenerative pathways.

## Figures and Tables

**Figure 1:**
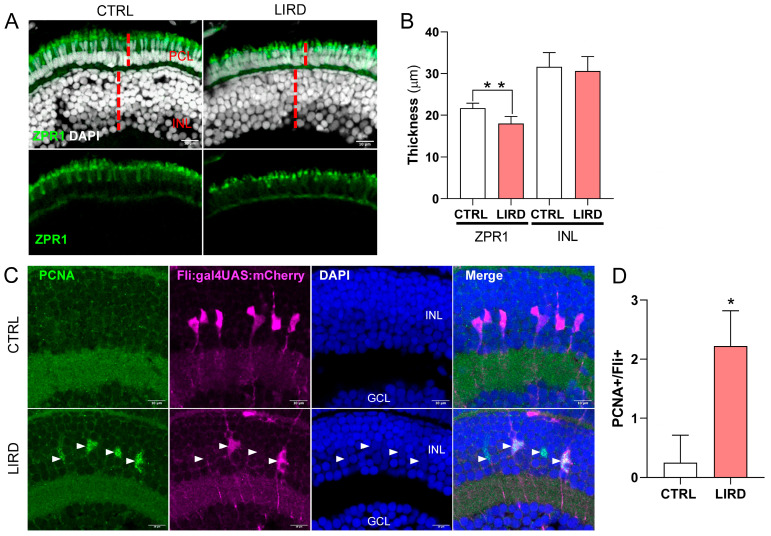
Larval LIRD triggers photoreceptor dysmorphology and MG-derived progenitor proliferation. (**A**) Representative confocal images (single z-stacks) of control (CTRL) and LIRD retinae immunolabeled with Zpr1 (red/green cone marker, green) and DAPI (nuclei, grey). Red dashed vertical lines depict the measured thickness of the inner nuclear layer (INL) and the photoreceptor cell layer (PCL). (**B**) Quantification of PCL and INL thickness in µm (*n* = 8 retinae per condition; each value represents the average of 9 measurements per retina). (**C**) Representative confocal images (single z-stacks) of CTRL and LIRD *Tg(fli:gal4;UAS:mCherry)* transgenic retinae (magenta), immunolabeled for PCNA (green) and counterstained with DAPI (blue). Arrowheads indicate fli:mCherry^+^/PCNA^+^ double-positive cells within the INL. (**D**) Quantification of fli:mCherry^+^/PCNA^+^ cells per retinal section (*n* = 8 retinae per condition). Data are presented as mean ± S.D. Statistical significance was assessed using an unpaired two-tailed Student’s *t*-test for (**B**) and a Mann–Whitney test for (D); * *p* ≤ 0.05, ** *p* ≤ 0.01. Scale bars = 10 µm. GCL, ganglion cell layer, INL, Inner nuclear layer, PCL Photoreceptor cell layer.

**Figure 2:**
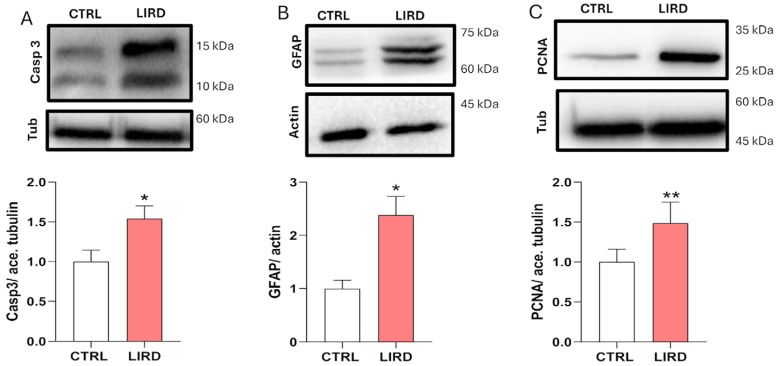
Larval LIRD induces apoptotic and regeneration-associated molecular responses. (**A**) Representative WB (top) showing cleaved caspase-3 (Casp3), with acetylated tubulin (ace. tub) used as a loading control. Densitometric quantification (bottom) shows Casp3 levels normalized to control averages (N = 5 biological replicates). (**B**) Representative WB (top) showing glial fibrillary acidic protein (GFAP), with actin used as a loading control. Densitometric quantification (bottom) normalized to control averages (N = 4 biological replicates). (**C**) Representative WB (top) showing proliferating cell nuclear antigen (PCNA), with acetylated tubulin used as a loading control. Densitometric quantification (bottom) normalized to control averages (N = 5 biological replicates). Data are presented as mean ± SEM. Statistical significance was assessed using an unpaired two-tailed Student’s *t*-test. * *p* ≤ 0.05, ** *p* ≤ 0.01.

**Figure 3:**
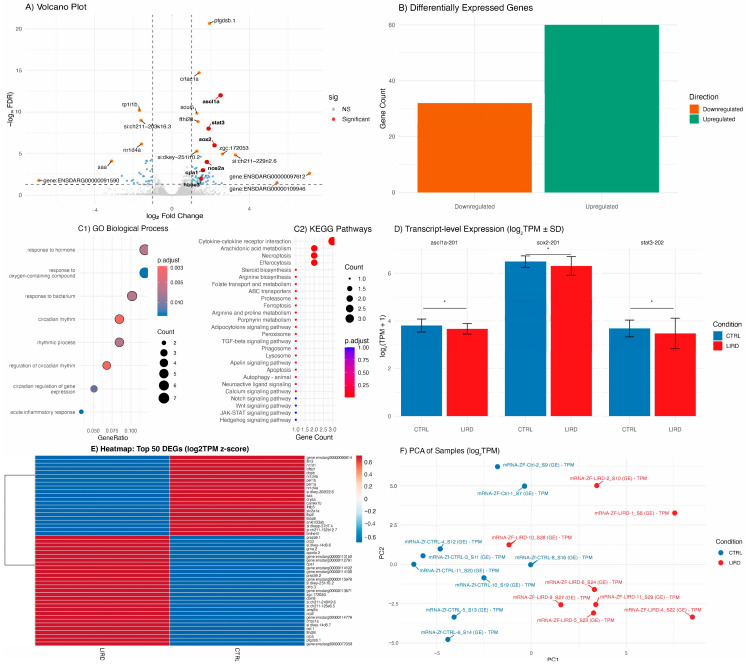
Transcriptomic responses to LIRD in zebrafish larvae. (**A**) Volcano plot showing the distribution of differentially expressed genes (DEGs) between control (CTRL) and LIRD retinae at 48 HPL. Genes are colored according to statistical significance and fold change. Selected regeneration-associated (*ascl1a*, *stat3*, *sox2*) and stress-related (*nos2a*, *cpa1*, *hbae3*) genes are highlighted. (**B**) Bar plot summarizing the number of significantly upregulated and downregulated DEGs identified between CTRL and LIRD conditions. (**C1**,**C2**) Bubble plots showing functional enrichment analyses of significantly regulated genes, including (**C1**) Gene Ontology (GO) Biological Process terms and (**C2**) KEGG signaling pathways. Dot size represents the number of genes per category, and color indicates adjusted *p*-values. (**D**) Transcript expression levels (log_2_(TPM + 1)) of selected isoforms (*ascl1a*-201, *sox2*-201, *stat3*-202), illustrating isoform-specific regulation following LIRD, * *FDR p*-value ≤ 0.05. (**E**) Heatmap showing expression patterns of the top 50 DEGs ranked by absolute fold change (z-scored log_2_ TPM). Red and blue indicate relative upregulation and downregulation, respectively, highlighting a distinct transcriptional signature in LIRD samples. (**F**) Principal component analysis (PCA) based on global gene expression (log_2_ TPM), showing clear separation between CTRL and LIRD groups. Each data point represents an independent biological replicate (N = 9 CTRL and 8 LIRD libraries, each library derived from a pool of 50 larval retinae).

**Figure 4:**
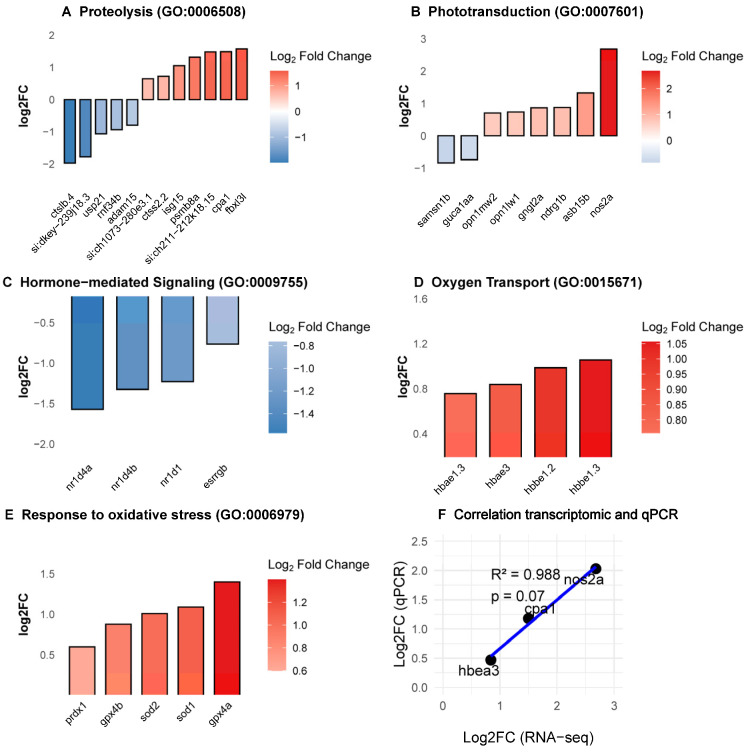
Underexplored biological processes engaged during the early larval LIRD response. (**A**–**E**) Functional enrichment analyses of differentially expressed genes (DEGs) highlight biological processes that are less commonly described in adult zebrafish retinal injury paradigms. (**A**) Proteolysis-related biological processes. (**B**) Phototransduction-associated processes. (**C**) Hormone-mediated signaling pathways, highlighted by coordinated downregulation of Rev-erb nuclear receptors (*nr1d1*, *nr1d4a*, *nr1d4b*). (**D**) Oxygen transport-associated genes, including hemoglobin subunits (*hbbe1.3*, *hbae3*, *hbbe1.2*, *hbae1.3*). (**E**) Response to oxidative stress. (**F**) RT–qPCR validation of selected DEGs (*cpa1*, *hbae3*, *nos2a*), confirming the directionality of expression changes observed by RNA sequencing. Data are presented as mean ± SEM. Each data point represents an independent biological replicate (N = 9 CTRL and 8 LIRD libraries, each library derived from a pool of 50 larval retinae).

**Figure 5:**
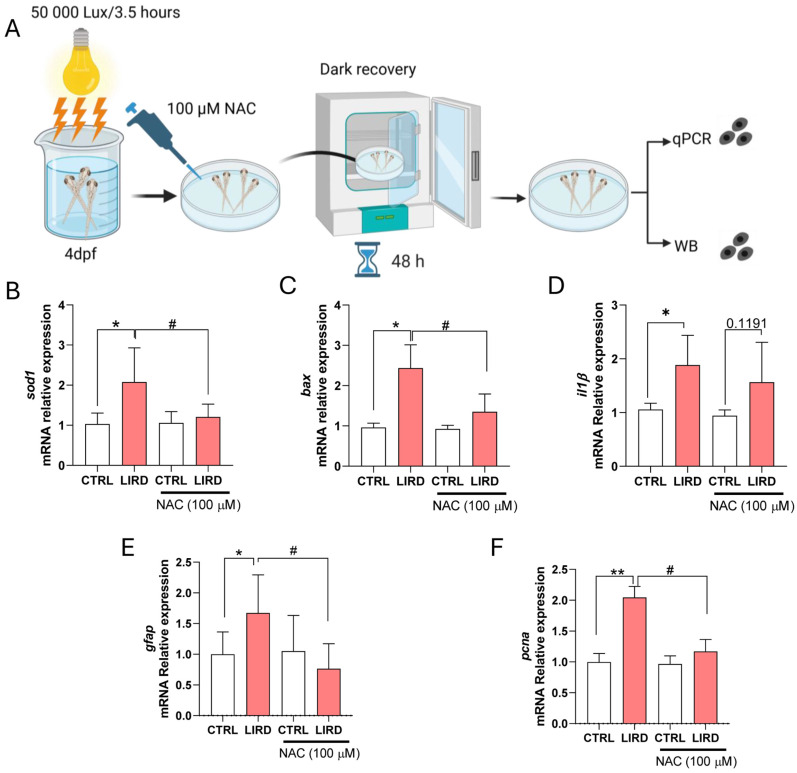
Antioxidant treatment modulates oxidative stress, apoptosis, and early regeneration-associated responses following LIRD. (**A**) Schematic overview of the LIRD paradigm and NAC treatment. Immediately following LIRD, larvae were transferred to E3 medium containing 100 μM *N*-acetylcysteine (NAC) and allowed to recover for 48 h under standard conditions. Pools of 50 larval retinae were collected for each biological replicate for RT–qPCR or WB analyses. Created in BioRender. Poggi, L. (2026) https://BioRender.com/fpmmeyk (**B**–**F**) RT–qPCR analysis of oxidative stress, apoptosis, inflammation, and regeneration-associated markers. Expression levels of *sod1* (**B**), *bax* (**C**), *il1β* (**D**), *gfap* (**E**), and *pcna* (**F**) were normalized to the housekeeping gene *ube2a* and expressed as fold change relative to control. N = 4 biological replicates per condition. Data are presented as mean ± SD. Statistical significance was assessed using two-way ANOVA with Sidak’s multiple-comparisons test. * *p* ≤ 0.05, ** *p* ≤ 0.01, # *p* ≤ 0.05, as indicated.

**Figure 6:**
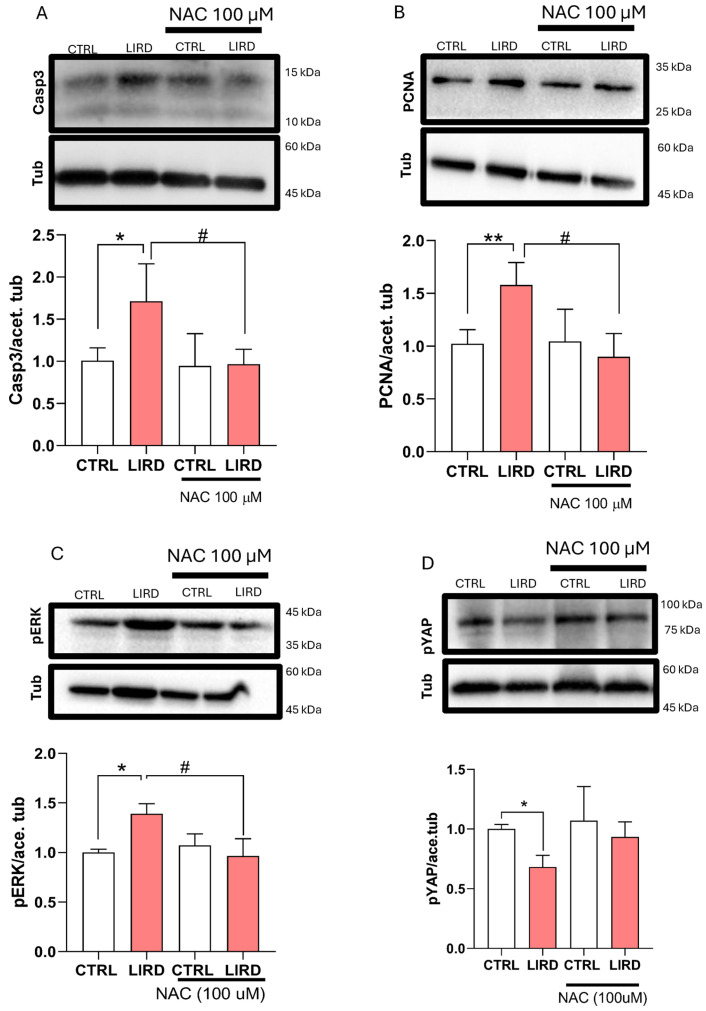
Antioxidant treatment modulates apoptosis- and growth-associated signaling following LIRD. (**A**–**D**) WB analyses assessing oxidative stress-associated responses following LIRD in the presence or absence of NAC. (**A**) Representative WB (top) showing cleaved caspase-3 (Casp3), with acetylated tubulin (Tub) used as a loading control. Densitometric quantification (bottom) is normalized to control levels (N = 4 biological replicates per condition, each derived from a pool of 50 larval retinae). (**B**) Representative WB (top) showing proliferating cell nuclear antigen (PCNA), with acetylated tubulin used as a loading control. Densitometric quantification (bottom) normalized to control levels (N = 4 biological replicates per condition). (**C**) Representative WB (top) showing phosphorylated ERK (pERK), with acetylated tubulin used as a loading control. Densitometric quantification (bottom) normalized to control levels (N = 4 biological replicates per condition). (**D**) Representative WB (top) showing phosphorylated YAP (pYAP), with acetylated tubulin used as a loading control. Densitometric quantification (bottom) normalized to control levels (N = 4 biological replicates per condition). Data are presented as mean ± SD. Statistical significance was assessed using two-way ANOVA with Sidak’s multiple-comparisons test. * *p* ≤ 0.05, ** *p* ≤ 0.01, # *p* ≤ 0.05, as indicated.

**Figure 7:**
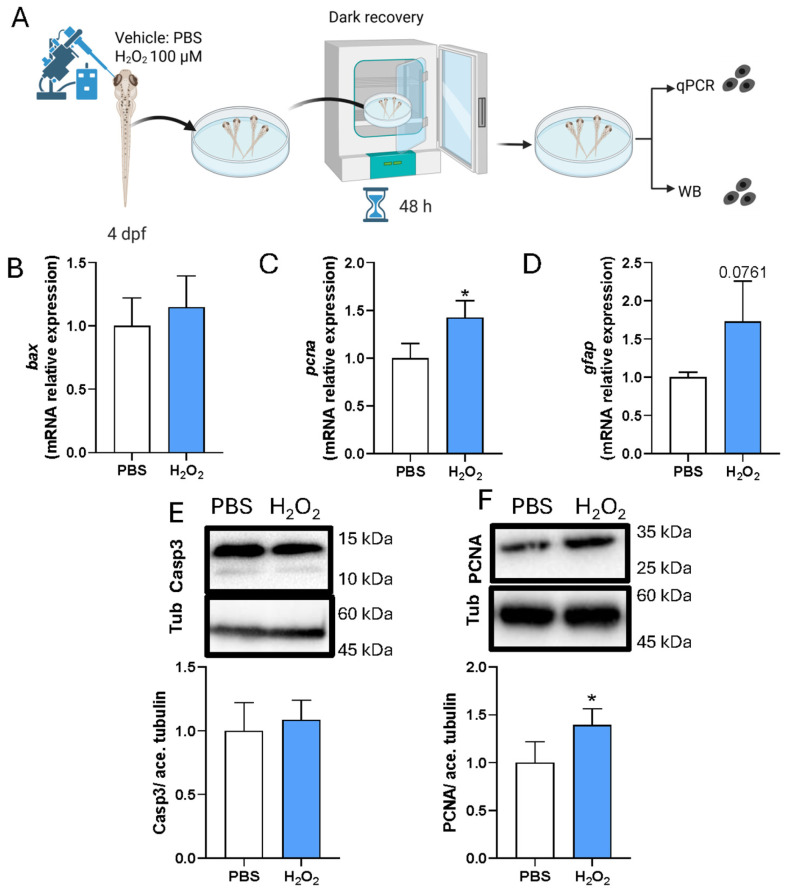
Subtoxic H_2_O_2_ exposure promotes proliferation without overt apoptosis in zebrafish larvae. (**A**) Schematic of intra-retinal injection of vehicle (PBS) or hydrogen peroxide (H_2_O_2_; 100 μM) in 4 dpf zebrafish larvae, followed by 48 h recovery under standard conditions. Pools of 50 larval retinae were collected for RT–qPCR or WB analysis, Created in BioRender. Poggi, L. (2026) https://BioRender.com/v1i9rhx. (**B**–**D**) RT–qPCR analysis of *bax* (**B**), *pcna* (**C**), and *gfap* (**D**), normalized to the housekeeping gene *ube2a* and expressed relative to PBS controls. (**E**) Top: Representative WB showing cleaved caspase-3 with acetylated tubulin as a loading control. Bottom: Densitometric quantification normalized to control. (**F**) Top: Representative WB showing PCNA with acetylated tubulin as a loading control. Bottom: Densitometric quantification normalized to control. N = 4 biological replicates per condition, each consisting of pooled larval retinae. Data are shown as mean ± SD. Statistical significance was assessed by unpaired *t*-test; * *p* ≤ 0.05.

## Data Availability

All relevant data supporting the findings of this study, including quantitative analyses and representative images, are provided in the main text and Supplementary Information, or will be made available upon request. All raw and processed transcriptomic data supporting the conclusions of this work have been submitted to the NCBI Gene Expression Omnibus (GEO) and are available under the GEO accession number GSE313277.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15030348/s1, Table S1: Antibodies; Table S2: Primers, Supplementary Figure S1: Larval Light-Induced Retinal Damage, Created in BioRender. Poggi, L. (2026) https://BioRender.com/fpmmeyk, Supplementary Figure S2: Fli labels most of the Müller glia (MG) in the inner retinal layer, Supplementary Figure S3: Active caspase 3 immunolabeling, Supplementary Figure S4: Effects of H_2_O_2_ on Hippo and ERK pathway activity.

## Abbreviations

The following abbreviations are used in this manuscript:

BP	Biological process
CC	Cellular component
DEG	Differentially expressed genes
dpf	Days post-fertilization
GCL	Ganglion cell layer
GFAP	Glial Fibrillary Acidic Protein
HPL	Hours-post-light-induced retinal damage
INL	Inner nuclear layer
LIRD	light-induced retinal damage
MF	Molecular function
MG	Müller glia
NAC	*N*-acetylcysteine
NO	Nitric oxide
PCA	Principal component analysis
PCL	Photoreceptor cell layer
PCNA	proliferating cell nuclear antigen
ROS	Reactive oxygen species
TPM	Transcripts per million
WB	Western Blot

# Supplementary material for: Oxidative Stress Signaling and Regenerative Responses in a Larval Zebrafish Model of Retinal Light Damage
**Source:** Antioxidants (Basel). 2026 Mar 10;15(3):348. doi: 10.3390/antiox15030348
**Supplement:** Supplementary file 1

## Supplementary Table S1: Antibodies

| <b>Antibody</b>                        | <b>Aplication</b> | <b>Dilution</b> | <b>Manufacturer</b>       | <b>Reference</b> |
|----------------------------------------|-------------------|-----------------|---------------------------|------------------|
| <b>PCNA</b>                            | <b>WB/IHC</b>     | 1:750/1:500     | Calbiochem                | NA03-200UG       |
| <b>GFAP</b>                            | <b>WB</b>         | 1:2000          | Dako                      | ZO334            |
| <b>Active Casp3</b>                    | <b>WB/IHC</b>     | 1:750/1:500     | Abcam                     | AB13847          |
| <b>pERK</b>                            | <b>WB</b>         | 1:750           | Santa Cruz                | SC-16982         |
| <b>pYAP</b>                            | <b>WB</b>         | 1:500           | Cell Signaling Technology | #4911            |
| <b>Acetylated Tubulin</b>              | <b>WB</b>         | 1:1000          | Thermo Fisher Scientific  | 32-2700          |
| <b>Actin</b>                           | <b>WB</b>         | 1:1000          | Santa Cruz                | sc-1616          |
| <b>ZPR1</b>                            | <b>IHC</b>        | 1:500           | ZIRC                      |                  |
| <b>GS</b>                              | <b>IHC</b>        | 1:500           | Millipore                 | MAB302           |
| <b>goat anti-mouse IgG-HRP</b>         | <b>WB</b>         | 1:5000          | Santa Cruz Biotechnology  | sc-2005          |
| <b>goat anti-rabbit IgG-HRP</b>        | <b>WB</b>         | 1:5000          | Santa Cruz Biotechnology  | sc-2004          |
| <b>mouse anti-goat IgG-HRP</b>         | <b>WB</b>         | 1:5000          | Santa Cruz Biotechnolog   | sc-2354          |
| <b>Goat Alexa Fluor 488 anti-Mouse</b> | <b>IHC</b>        | 1:1000          | Invitrogen                | A11001           |

WB: Western Blot, IHC: immunohistochemistry

**Supplementary Table S2: Primers**

| <b>Gene</b>                  | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|------------------------------|-------------------------------|-------------------------------|
| <i>cpa1</i>                  | CCATGCTAGCGGAATCTGGT          | CCAGGATTGGGCTTTCTGGT          |
| <i>hbae3</i>                 | CGCAAAGGACAAAGCGAACG          | CGTGGTTCCGTGCTTCTTCA          |
| <i>nos2a</i>                 | TGGAGAAATGCGCCAAGATG          | CCGTTGGTGGCATACTTCAG          |
| <i>sod1</i>                  | GAACCACAGGGTGAGCTGTT          | GTTAGCACACGCTGCAATTCC         |
| <i>bax</i>                   | CTGGCAGACAGTCGGAGTTT          | GAAGCGGTTTCACCTCTCAA          |
| <i>il1<math>\beta</math></i> | TTTGTGGGAGACAGACGGTG          | TCAGGGCGATGATGACGTTC          |
| <i>gfap</i>                  | ACCCGTGACGGAGAGATCAT          | GCCAGTGTCTGAGCCTCATT          |
| <i>pcna</i>                  | CAAGGAGGATGAAGCGGTAACA        | CTGCGGACATGCTAAGTGTG          |
| <i>ube2a</i>                 | TGACTGTTGACCCACCTTACAG        | CAAATAAAAGCAAGTAACCCC         |

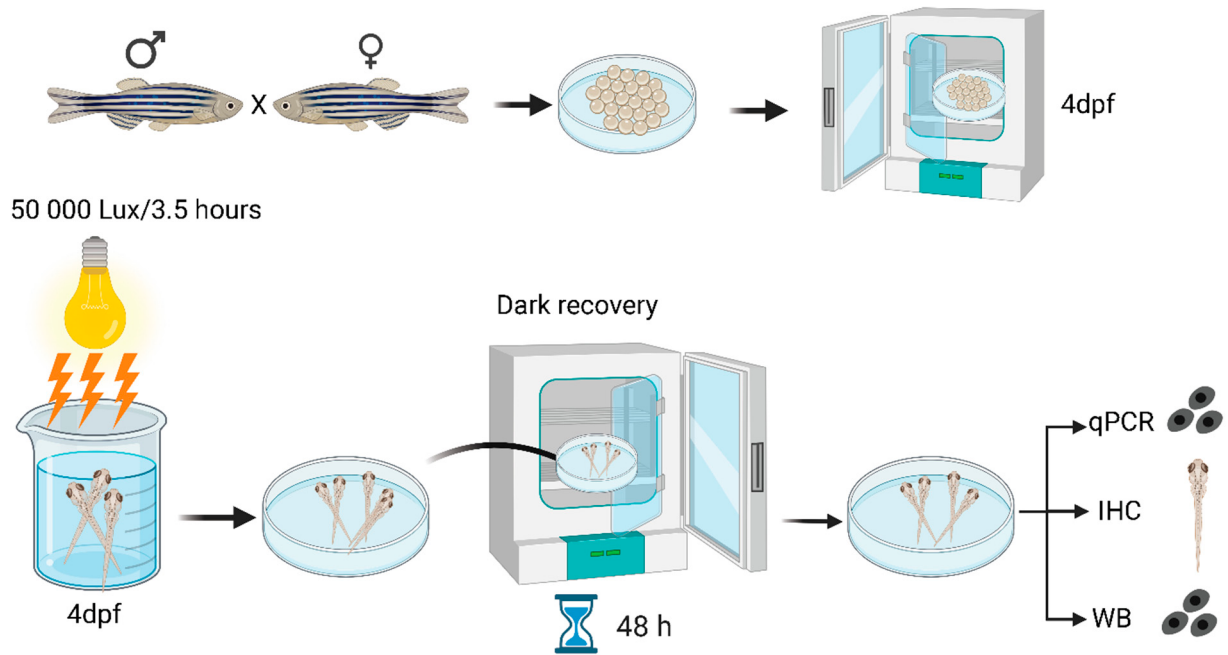

**Supplementary Figure 1: Larval Light-Induced Retinal Damage.** Natural crosses between adult zebrafish were performed, eggs collected and incubated at 28°C. At 4 days post-fertilization (dpf) pigmented zebrafish larvae were exposed to high-intensity white light (50,000 lux) for 3.5 h, followed by a 48-h recovery period. The downstream analysis were Western Blot (WB), immunohistochemistry (IHC) and bulk-RNA sequencing. Created with BioRender.com

A

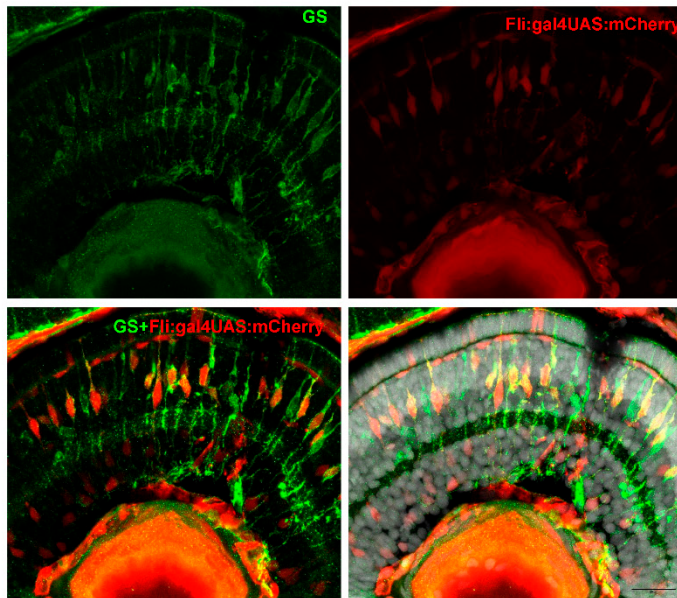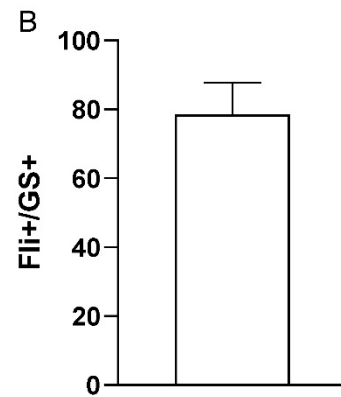

**Supplementary Figure 2: Fli labels most of the Müller glia (MG) in the inner retinal layer.** (A) Representative confocal images of 6 dpf retinas immunolabeled with the Müller glia marker GS (green). Upper right: GS staining. Upper left: Fli:gal4UAS:mCherry (red). Bottom right: merge of GS and Fli:gal4UAS:mCherry. Bottom left: merge of GS, Fli:gal4UAS:mCherry and DAPI (nuclei, grey). (B) Quantification of Fli<sup>+</sup>/GS<sup>+</sup> cells, expressed as percentage relative to the total number of GS<sup>+</sup> cells (GS = 100%). Data are presented as mean  $\pm$  S.D. (n = 7)

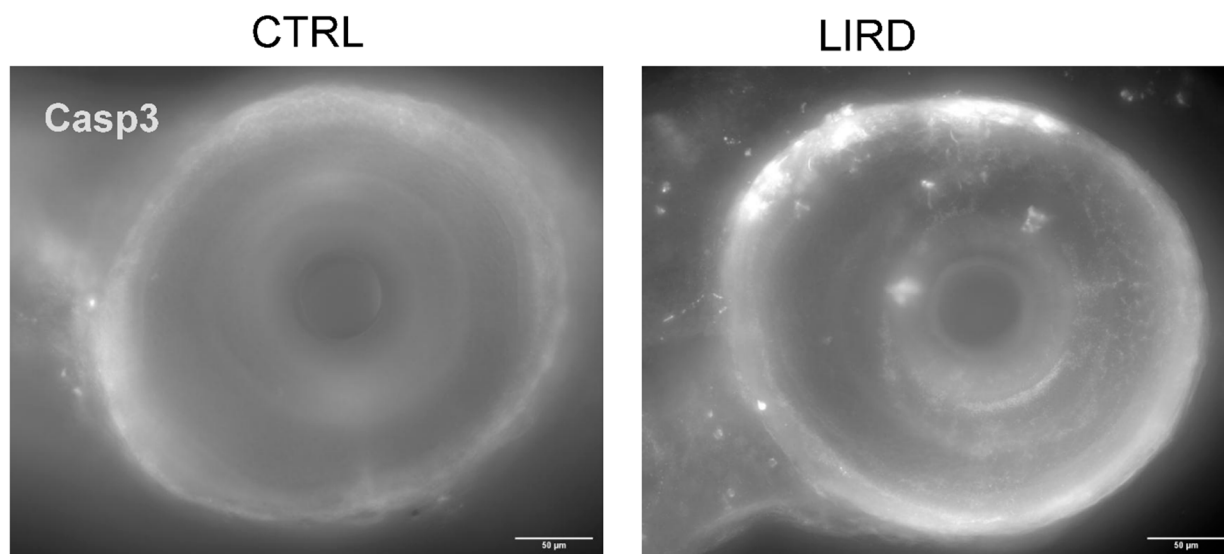

**Supplementary Figure 3: Active caspase 3 immunolabeling.** After 48 hours of the LIRD, embryos were fixed and immunolabeled against cleaved caspase 3 (casp3).

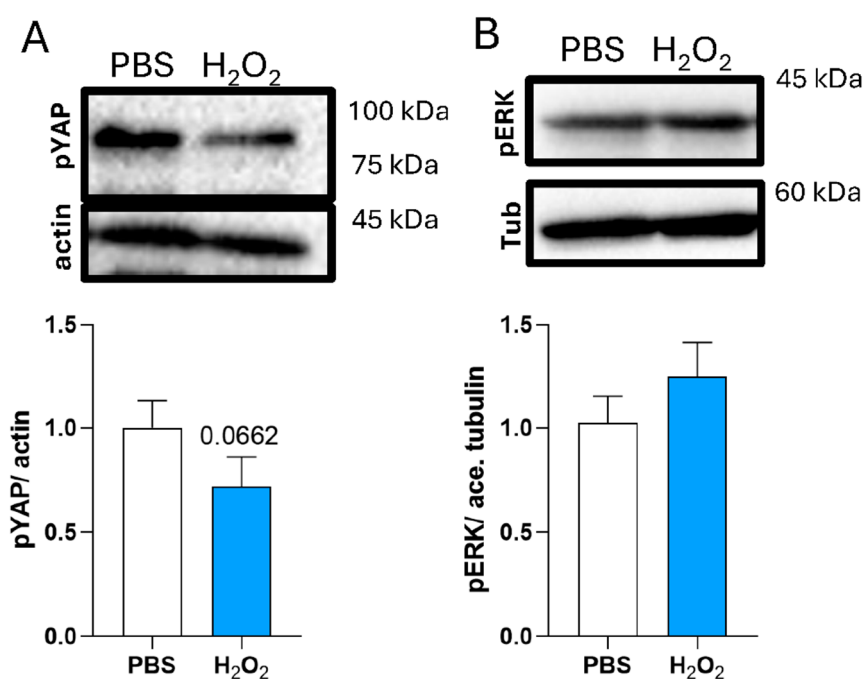

**Supplementary Figure 4: Effects of H<sub>2</sub>O<sub>2</sub> on Hippo and ERK pathway activity.** (A) Western blot analysis of phosphorylated YAP (pYAP). (B) Western blot analysis of phosphorylated ERK (pERK). Densitometric quantification normalized to control averages; N = 4 biological replicates; mean  $\pm$  s.d.; unpaired t-test.

How the deposited data were processed for this re-analysis (not part of the article)

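Bulk RNA-seq libraries of larval zebrafish retinae after light-induced damage (LIRD) and of control retinae (CTRL) were analysed, with each library made from a pool of 50 retinae according to the paper, whereas the labels name no pools. The authors trimmed the reads with Trimmomatic, aligned them to GRCz11 with STAR, counted them on the exons of each gene with featureCounts in strand-specific mode, and deposited a table of raw counts per gene without normalization. The table holds 25281 genes, 543 of them with 0 counts in every library, and 17 libraries. Its 17 columns are the 9 CTRL and 8 LIRD libraries of Figure 3F, and 6 further samples listed in the labels were not analysed here. Counts per transcript are not in the table, so isoforms were not analysed here. Symbols were matched to 23499 of 25281 gene identifiers (93.0%), and genes without a symbol took 0.705% of the counts. The neighbours of a gene were read from the RefSeq annotation of GRCz12tu, of which no coordinate was used.

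Total counts per library lay between 70932504 and 150347385, with medians of 105906004 in CTRL and 110077567 in LIRD, and the largest total was 2.12 times the smallest. The unit of replication was the library, and variation between libraries, not counting error, set the precision of most values. A count of 3 or fewer was taken as the detection floor.

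From the deposited counts, TMM factors, log2 CPM values with a prior count of 2 and quasi-likelihood tests were computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (22503 genes), dispersions were estimated with the robust option, and p-values were adjusted by the Benjamini-Hochberg method (FDR). A DEG had an absolute log2 fold change over 0.585 and an FDR under 0.05, the thresholds of the paper. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Principal components were computed from the 500 most variable genes and compared by exact permutation tests. Lists of genes were tested with camera (limma 3.58.1, inter-gene correlation preset to 0.01) over 29 lists with at least 3 tested members. The median given for a list is over the differences in log2 CPM between the conditions, as fitted by limma. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.

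The 29 lists covered Notch, Wnt, JAK/STAT, Hedgehog, Hippo and MAPK signaling, Muller glia and their reprogramming, phototransduction, opsins, rod and cone photoreceptors, Rev-erb receptors, the circadian clock and its 2 phases, hemoglobin subunits, other erythroid genes, the antioxidant response, acute inflammation, interferon and antigen processing, apoptosis, proliferation, exocrine pancreas, liver, lens, pigment cells, skeletal muscle and skin epidermis. They were written from general knowledge, together with the tests, the samples and most alternatives, before the data were examined. Lists of ribosomal protein genes, large ubiquitous genes and small respiratory chain subunits were added later. The genes named in the text are those the paper names in its results or labels in its figures, and the 5 higher and 5 lower DEGs with the smallest FDR.

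The alternatives were DESeq2 1.42.0 with its default filtering, limma-voom, upper-quartile normalization, all genes with at least 1 count, genes with at least 10 counts in every library, an absolute log2 fold change over 1, the library series as a covariate, the replicate number as a block, each library series alone, and each library left out in turn. For the lists, fry and a correlation estimated for each list were tried. Chosen after the data were seen were the counts of 2 pairs of near-identical libraries added up, a ribosomal protein score as a covariate, and DESeq2 with the library series as a covariate. Relations across the 17 libraries were tested with 100000 permutations.

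The scripts were tested on simulated data with 22503 genes, of which 200 were changed by a log2 fold change of 2. edgeR called 198 of them (99%) and 6 unchanged genes, DESeq2 called 200 and 16, and limma-voom called 197 and 6. At a log2 fold change of 1, edgeR called 184 of 200 (92%). With no gene changed, edgeR called 0. The counts of each gene were drawn independently, and only genes with a mean over 1 CPM were changed. The simulation thus lacks the trend that the real libraries share. Its shares test the scripts and do not give the power of the test on the real libraries.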

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

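Each test of an explanation in this part was chosen only after the result was seen.

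In 2 groups of libraries, 1 library lay far from the others in a gene the paper names. Groups were tested for the gap between the highest or lowest library and its neighbour, as a share of the whole range, and 2 of 116 groups were past the 95% critical value, where 5.8 are expected by chance. NOS2 (ENSDARG00000026925) was highest in CTRL replicate 4 (ratio 0.513), at a log2 CPM of -0.41 with the nearest CTRL library at -1.61 and the CTRL median at -2.10. With 86 counts in that library, against a floor of 3, too few counts are argued against. Without it, the log2 fold change was 3.18 in place of 2.84, and without LIRD replicate 4, which had 8.37 CPM, it was 1.94. The gene was a DEG in none of these fits. esrrgb was highest in LIRD replicate 10 (ratio 0.641), at 1.88 with the nearest LIRD library at 1.11 and the LIRD median at 0.86. That library ranks 4 of 8 by total counts among the LIRD libraries, which argues against depth. Without it, the log2 fold change was -0.93 in place of -0.76, and the gene was a DEG in neither fit. Chance and differences between pools of larvae stay open for both, and no biological explanation was tested.

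The tables hold 4 genes that were higher in LIRD and that the paper does not discuss. The log2 fold changes were 1.054 for ENSDARG00000090612 (0.726 ± 0.152 CPM in LIRD and 0.348 ± 0.0434 CPM in CTRL), 0.636 for ENSDARG00000053483 (13.0 ± 2.01 CPM in LIRD and 8.35 ± 0.838 CPM in CTRL), 0.813 for CACNG5 (ENSDARG00000003326, 30.4 ± 6.82 CPM in LIRD and 17.3 ± 2.92 CPM in CTRL) and 0.965 for ptgdsb.2 (201 ± 61.9 CPM in LIRD and 103 ± 20.9 CPM in CTRL), with FDRs of 0.0047, 0.012, 0.024 and 0.04. Each lay above the CTRL median in 8 of 8 LIRD libraries. Of the 100 splits of the 17 libraries into groups of 9 and 8, the real one included, 2 gave as many as 9 DEGs. Of the 9 DEGs, 9 passed with the ribosomal protein score as a covariate, these 4 among them, which argues against a trend along that score as the whole cause. The 4 genes were also DEGs with DESeq2, upper-quartile normalization, limma-voom and the library series as a covariate, so the scaling and the series are argued against in the same way. With the near-identical libraries added up, ENSDARG00000090612 and ENSDARG00000053483 were DEGs (FDR = 0.031 and 0.022) and CACNG5 and ptgdsb.2 were not (FDR = 0.13 and 0.055). Of the 17 fits that each left out one library, CACNG5 (ENSDARG00000003326) was a DEG in 6, with FDRs up to 0.071, and ptgdsb.2 in 5, with FDRs up to 0.11. ENSDARG00000053483 was a DEG in 16 of them, the exception being without LIRD replicate 6 (log2 fold change 0.58), and ENSDARG00000090612 in 17. For ptgdsb.2, reads shared with ptgdsb.1 stay open. The light exposure stays open for the 4 genes, untested.

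Genes of a list for liver were higher in LIRD. The median log2 fold change over 46 genes was 0.387, and 43 were higher (camera, FDR = 2.2e-16). The FDR was 0.26 with a correlation estimated for the list and 0.13 under fry. By the mean over the list, 6 of 8 LIRD libraries lay above the CTRL median (exact permutation test, adjusted p = 0.19). In CTRL, 46 of the genes had over 1 CPM, 3 are in another list and the paper names none of them. The most abundant, apoa1b, had 4779.6 ± 965 CPM in LIRD and 3834 ± 471 CPM in CTRL, and fabp10a had 814 ± 416 CPM in LIRD and 529 ± 190.3 CPM in CTRL. With the ribosomal protein score as a covariate the median was 0.333, which argues against a trend along that score as the whole cause. An acute-phase response was taken to lower TTR, RBP4 and tfa, a rule not tested in these fish. Their log2 fold changes were 0.648, 0.648 and 0.774, with FDRs of 0.35, 0.51 and 0.35 in the edgeR test. The log2 fold changes of serpina1, fga and c3a.1 were 0.556, 0.546 and 0.533. With neither the rule nor these rises established, the genes cannot decide, and an acute-phase response stays open. Liver transcripts carried over into the pools stay open. Of the 10 most abundant genes of the list, 10 were higher, but any cause that raises the list would give this, so it cannot decide. The light exposure stays open, untested.

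Genes of a list for exocrine pancreas were higher in LIRD, with a median of 0.233 over 28 genes, 27 of them higher (camera, FDR = 0.0098). Under fry the FDR was 0.8, and under a correlation estimated for the list it was 0.85. By the mean over the list, 5 of 8 LIRD libraries lay above the CTRL median (adjusted p = 0.74). In CTRL, 24 of the genes had over 1 CPM, none is in another list and 2, both with the symbol CPA1, are named by the paper. The most abundant, prss59.2, had 740.1 ± 699 CPM in LIRD and 506 ± 381 CPM in CTRL. The median was 0.0668 with the ribosomal protein score as a covariate, so the trend along that score may account for the difference of the list. CPA1 (ENSDARG00000030915) followed the other genes of the list across the 17 libraries (r = 0.809). The 10 most abundant genes of the list had a median of 0.143, against 1.50 for CPA1 (ENSDARG00000030915), which argues against pancreas tissue as the whole cause. Beyond the mean of the other 27 genes it was higher by 1.18 (log2, exact permutation of the residuals over 24310 splits, p = 0.000206). The light exposure stays open for CPA1 (ENSDARG00000030915), untested.

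Genes of the erythroid list, which holds no hemoglobin, had a median log2 fold change of 0.103 over 32 genes, and 23 were higher in LIRD (camera, FDR = 0.0098). With the correlation estimated for the list the FDR was 0.44, and under fry it was 0.27. By the mean over the list, 6 of 8 LIRD libraries lay above the CTRL median (adjusted p = 0.24). In CTRL, 28 of the genes had over 1 CPM, 1 is in another list and the paper names none. The most abundant, RHAG, had a mean of 127 CPM in CTRL. The hemoglobin genes followed these genes across the 17 libraries (r = 0.792, adjusted p = 0.000585 over 13 relations). The r was 0.914 within LIRD, 0.370 within CTRL and 0.502 without LIRD replicates 1 and 4. With the ribosomal protein score as a covariate the median of the hemoglobin genes was 0.60, against 0.70 without it, which argues against that trend as the whole cause. A larger share of red blood cells in the pools may contribute to the hemoglobin values. Whether such a share came from the light exposure or from the dissection was not tested.

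In the 2 lists of clock genes, those that peak with the per and Rev-erb genes were lower in LIRD and those of the opposite phase were higher. The medians were -0.883 over 17 genes, 1 of them higher (camera, FDR = 3.5e-13), and 0.290 over 9 genes, 9 of them higher (FDR = 0.0018). With the correlation estimated for each list the FDRs were 0.26 and 0.5, and under fry they were 0.1 and 0.4. By the means over the lists, 1 and 6 of 8 LIRD libraries lay above the CTRL median (adjusted p = 0.08 and 0.46). For the Rev-erb list 0 of 8 did (adjusted p = 0.043). In CTRL, each gene of the 2 lists had over 1 CPM, each is also in another list, and the paper names 3 of the former and none of the latter. With the ribosomal protein score as a covariate the median of the Rev-erb list was -1.13, which argues against that trend as the whole cause. A difference in circadian phase at collection may account for the lower Rev-erb values, since the opposite phase had a median of 0.290. Across the 17 libraries the 2 lists had an r of -0.452 (adjusted p = 0.081). In the first series alone the mean of the opposite phase differed by -0.042. A shift of the clock by the light exposure itself stays open, untested, since the labels give no hour of collection.

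Genes of a list for interferon and antigen processing were higher in LIRD, with a median of 0.213 over 40 genes, 33 of them higher (camera, FDR = 3.5e-05). The FDR was 0.46 with a correlation estimated for the list and 0.4 under fry. By the mean over the list, 5 of 8 LIRD libraries lay above the CTRL median (adjusted p = 0.39). In CTRL, 24 of the genes had over 1 CPM, 4 are in another list and 2, isg15 and PSMB8, are named by the paper. The most abundant, mhc1zba, had a mean of 66.7 CPM in CTRL, and b2m had 3.98 ± 2.56 CPM in LIRD and 2.02 ± 0.515 CPM in CTRL. The median was 0.188 with the ribosomal protein score as a covariate, which argues against that trend as the whole cause. The mean over the list differed by 0.58 in the first series and by 0.14 in the second, and the difference between the series was not tested for the list. The light exposure and immune cells in the pools stay open, untested.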

How the results depend on the processing

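The number of DEGs, 9 (8 higher and 1 lower in LIRD), was 10 with upper-quartile normalization and with all genes with at least 1 count, 9 with limma-voom and 6 with an absolute log2 fold change over 1. It was 78 with DESeq2 (61 higher, 17 lower), 14 over genes with at least 10 counts in every library, and 17 with the library series as a covariate, and each of these sets included the 9. In the second library series alone it was 4, of which 3 were among the 9, in a fit with fewer libraries. In the first series alone, with 2 CTRL and 2 LIRD libraries, it was 3891 (2457 higher, 1434 lower), and 8 of the 9 were among them. Under the alternatives chosen after the data were seen, it was 5 with the near-identical libraries added up, 18 with the ribosomal protein score as a covariate, and 104 in DESeq2 with the library series as a covariate (70 higher, 34 lower). Across the 17 fits that each left out one library the number ranged from 7 to 39. It was 39 without LIRD replicate 10 and 14 without CTRL replicate 8. Apart from the fits with fewer libraries or genes, the cause was not tested.

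CTRL and LIRD libraries share 7 replicate numbers. The deviations of libraries with the same number from their group means correlated at over 0.1 for 5 of the 7 numbers. For numbers 4 and 10 the correlations were -0.41 and -0.56. The mean correlation was 0.051 for shared numbers and -0.0052 for other numbers. So few pairs cannot decide whether libraries with the same number were paired, and the main fit did not pair them. With the replicate number as a block, 0 genes were DEGs and 1325 had an unadjusted p under 0.05, in a fit that leaves few residual degrees of freedom.

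The difference in principal component 1 was not significant over all kept genes (exact permutation p = 0.270), over the 2000 most variable genes (0.246), or with the near-identical libraries added up (0.118).

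Of the 29 gene lists, 13 had an FDR under 0.05 with camera. With upper-quartile normalization there were 14, with the library series as a covariate 13, with the replicate block 10, with the near-identical libraries added up 15 and with the ribosomal protein score as a covariate 12. With the correlation estimated for each list there were 0, and with fry there was 1, the Rev-erb receptors. Under camera, the 13 lists thus pass with the preset correlation of 0.01 and none passes with the estimated one.

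The log2 fold changes of 13 of the named genes changed sign under at least 1 alternative, and the cause was not tested. In the first series alone, they were 0.44 for ascl1a, 0.13 for SOX2, 0.0357 for GFAP, -0.38 for CPA1 (ENSDARG00000021339), -0.0196 for NDRG1 (ENSDARG00000032849, 0.45 over the 17 libraries), -0.57 for ASB15 (ENSDARG00000045863, 1.33 over the 17 libraries) and -0.54 for fbxl3l (1.57 over the 17 libraries). In the second series alone, they were 0.00186 for STAT3, -0.0195 for BAX, -0.0773 for GPX4 (0.43 over the 17 libraries), -0.0218 for PCNA, -0.20 for il1b and -0.0898 for prdx1. With the replicate block, they were 0.0531 for ascl1a, 0.0032 for SOX2, -0.0307 for PCNA and -0.0565 for prdx1. For ascl1a, the value was 0.00141 with the library series as a covariate, 0.00298 with limma-voom and 0.0556 with the near-identical libraries added up. With the ribosomal protein score as a covariate, the values were -0.14 for GPX4, -0.24 for PCNA and -0.20 for prdx1. Across the fits that each left out one library, the value ranged from -0.0431 to 0.0518 for ascl1a, from -0.15 to 0.0102 for STAT3, from -0.16 to 0.0156 for GFAP, from -0.011 to 0.38 for CPA1 (ENSDARG00000021339) and from -0.0256 to 0.49 for il1b. CPA1 (ENSDARG00000021339) and il1b turned negative without LIRD replicate 1.

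Among the lists, the direction that the test reports, which can differ from the sign of the median, changed for pigment cells with fry (median 0.0117), with the library series as a covariate (-0.00916) and with the ribosomal protein score (-0.079). It changed for rod photoreceptors with the replicate block (0.0807) and with the near-identical libraries added up (0.0254). With those libraries added up it also changed for JAK/STAT signaling (-0.0459), Muller glia reprogramming (0.0263) and proliferation (0.075). With the ribosomal protein score it changed for Muller glia (-0.0395) and skin epidermis (-0.0473). The sign of the median itself stayed for pigment cells with fry, for rod photoreceptors in both settings, and for JAK/STAT signaling and proliferation. None of these lists had an FDR under 0.05 in the setting named.

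Of 56 named genes, 12 passed both thresholds with DESeq2 in addition to those of the edgeR test, and 24 did so in the first series alone. Alternatives over all samples of the labels, with CTRL replicate 9 and its repeat, were not run, because 6 of these samples were not analysed here. The filter on low counts removed 5 genes the paper names.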

Differences from the paper's values

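Of 37 values that the paper states or shows and that were also computed here, 10 differ. The paper's values for these 10 were read by eye from figures, and the alternatives named are those set before the data were examined unless said otherwise. A log2 fold change was taken to differ where its sign differed or where it lay more than 1 standard error from the paper's value, with the standard error of the same fit, and a count where one was over 1.5 times the other. A gap is called closed where an alternative's value no longer differed by this rule.

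The number of DEGs higher in LIRD was 8, against the paper's about 60 in Fig. 3B, read by eye. With DESeq2 it was 61. With DESeq2 and the library series as a covariate, chosen after the values were seen, it was 70. No other alternative closed the gap. The number lower was 1, against the paper's about 32 in Fig. 3B, read by eye. None of the alternatives set before the data were examined closed this gap (with DESeq2 it was 17), and DESeq2 with the library series as a covariate, chosen after the values were seen, gave 34.

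The log2 fold change of ascl1a was -0.0033, against the paper's about 2.5 in Fig. 3A, that of stat3 was -0.059, against the paper's about 1.9, and that of sox2 was -0.034, against the paper's about 2.2, each read by eye in Fig. 3A. None of the alternatives closed the gap for these 3 genes.

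The other 5 values are log2 fold changes of Fig. 4E, read by eye. For prdx1 the value was 0.16, against the paper's about 0.60 in Fig. 4E, and in the first series alone it was 0.733. For sod1 it was 0.40, against the paper's about 1.1 in Fig. 4E, and in the first series alone it was 0.968. For gpx4a it was 0.71, against the paper's about 1.4 in Fig. 4E, and in the first series alone it was 1.39. For sod2 it was 0.26, against the paper's about 1.0 in Fig. 4E, and none of the alternatives closed the gap. The nearest was 0.811 in the first series alone, with a standard error of 0.144. For gpx4b it was 0.43, against the paper's about 0.88 in Fig. 4E. It was 1.23 in the first series alone, above the paper's value by more than its standard error of 0.256. Values still below the paper's, but within 1 standard error of it, came without CTRL replicate 10 (0.56) and without LIRD replicates 5, 6, 10 and 11 (0.544, 0.552, 0.543 and 0.544), and with the near-identical libraries added up (0.522), an alternative chosen after the values were seen.

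The paper calls genes in Figure 3A and Figure 4, and reports genes by RT-qPCR in Figure 5, that the edgeR test over the 17 libraries did not call. DESeq2 called ADAM15, NDRG1 (ENSDARG00000010420), NOS2 (ENSDARG00000026925), guca1aa, hbae1.3, hbae3, isg15, nr1d4a, opn1lw1, rp1l1b, ENSDARG00000093957 and ENSDARG00000038321, and also ENSDARG00000092122 and ENSDARG00000109946, which the filter of the edgeR test removed. DESeq2 with the library series as a covariate, chosen after the values were seen, called these named genes and CPA1 (ENSDARG00000030915), NR1D1, ENSDARG00000019772 and usp21. In the first series alone, ADAM15, CPA1 (ENSDARG00000030915), both GNGT2 genes, GPX4, PCNA, PSMB8, RNF34 (ENSDARG00000054036), SOD1, SOD2, ctss2.2, esrrgb, gpx4a, guca1aa, il1b, isg15, nr1d4a, nr1d4b, opn1lw1, opn1mw2, prdx1, rp1l1b, ENSDARG00000089432 and ENSDARG00000093957 were called. With the library series as a covariate, NDRG1 (ENSDARG00000010420) and ENSDARG00000093957 were called, and with the ribosomal protein score, chosen after the values were seen, ENSDARG00000093957. Leaving out 1 library called rp1l1b without CTRL replicate 5, NDRG1 (ENSDARG00000010420) without CTRL replicate 8, ENSDARG00000093957 without LIRD replicate 11, and ADAM15, NDRG1 (ENSDARG00000010420), isg15, rp1l1b, ENSDARG00000093957 and ENSDARG00000038321 without LIRD replicate 10.

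The paper shows the conditions apart in the PCA of Figure 3F. Here, the difference in principal component 1 had an exact permutation p of 0.144. The paper's components rest on log2 TPM and those here on log2 CPM. Each component was tested alone, so these tests cannot decide whether the conditions lie apart along a combination of components. The paper states that Notch, Wnt, JAK/STAT and Hedgehog signaling were regulated. Lists of their genes had FDRs of 0.7, 0.054, 0.93 and 0.014. The Wnt list had an FDR of 0.046 with upper-quartile normalization, 0.046 with the library series as a covariate and 0.0048 with the near-identical libraries added up, chosen after the values were seen. The paper also states that the Hippo and MAPK pathways were enriched. Their lists had FDRs of 0.1 and 0.43, and with the near-identical libraries added up, chosen after the values were seen, that of the Hippo list was 0.024. The paper counts phototransduction among the enriched processes, and the list of phototransduction genes had an FDR of 0.24. The paper computed its enrichment from DEGs and describes the phototransduction changes as going both ways. The FDRs given here test a common shift of each list, so they cannot decide whether such an enrichment is present.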

Other observations

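Each test of an explanation in this part was chosen only after the result was seen, apart from the first test of the label of LIRD replicate 10.

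The 9 DEGs between CTRL and LIRD were set beside other splits of the libraries. Of 100 splits into groups of 9 and 8, the real one included, 2 gave 9 or more DEGs, which argues against an arbitrary split as the cause. The other of these gave 1542. It ranked 1 of 100 by the difference in ribosomal protein score (-0.82), whereas the real split ranked 46 (0.23), so the trend along that score may account for the genes of the other split. With the score as a covariate, 9 of the 9 DEGs passed both thresholds, which argues against the trend as the whole cause of the 9.

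Among the 17 libraries, CTRL replicates 3 and 11 and LIRD replicates 5 and 11 were nearly alike. The SD of the log2 ratio over genes with at least 2000 counts was 0.0611 between LIRD replicates 5 and 11 and 0.0953 between CTRL replicates 3 and 11. The next closest pair within a condition, CTRL replicates 8 and 10, had 0.232. Only pairs within a condition were compared. Between the LIRD pair the mean chi-square per gene was 12.0, the median was 0.835 and 15.7% of the genes were past the 5% limit of counting error. Between the CTRL pair these were 15.7, 1.84 and 34.0%. A minority of the genes thus sets the means. Repeat sequencing of one library, repeat libraries from one pool of retinae and separate pools from one clutch cannot be told apart, because the labels name no pool and the chi-square sets single libraries against counting error. With the counts of each pair added up, 5 of the 9 DEGs passed both thresholds, which argues against the pairs as the cause of these. For the other 4, the pairs and the loss of 2 samples cannot be told apart, because the fit has both.

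Principal component 1 followed a score of ribosomal protein genes. The list of large ubiquitous genes was written before its values were examined, and across the 17 libraries it ran opposite to the ribosomal protein genes (r = -0.938, rho = -0.971, p = 1e-05, the smallest that the permutations can give, 13 relations tested). The r was -0.896 within CTRL, -0.973 within LIRD, -0.913 in the second series and -0.907 without LIRD replicates 1 and 2. Between the conditions, the median log2 fold change was -0.17 over 58 large ubiquitous genes (camera, FDR = 1.9e-08), 0.25 over 84 ribosomal protein genes (FDR = 1.7e-06) and 0.16 over 37 small subunits of the respiratory chain (FDR = 0.0038), each with the preset correlation. By the mean over each list, 4, 4 and 4 of 8 LIRD libraries lay above the CTRL median, and the conditions did not differ (exact permutation tests, p = 0.24, 0.46 and 0.57, adjusted 0.59, 0.75 and 0.8). In the second series alone the differences were -0.013, -0.057 and -0.12, so the sign turned for the latter 2. Depth as the whole cause is argued against by an r of -0.0449 between the component and the total counts within CTRL, where the component followed the ribosomal protein score (r = 0.964). Over the 17 libraries the r with the total counts was 0.318 (p = 0.214), and within LIRD it was 0.586, so a part of depth in the spread of the LIRD libraries stays open. The library series is argued against by the relation within the second series, where the component and the ribosomal protein score had an r of 0.843. A smaller share of retina in some libraries cannot be told apart from other causes, because the high baseline of photoreceptor genes hides a small share (r = 0.458 for cone and 0.254 for rod photoreceptor genes with the ribosomal protein score). A trend with transcript length between libraries, as RNA of unequal integrity would give, may underlie the component. No biological explanation was tested.

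In the first series alone, the log2 fold changes of 22380 genes followed the genes' slopes on the ribosomal protein score in the 7 controls of the second series (r = 0.578, with genes that are not independent). In the second series the r was 0.198. The trend along the score may therefore account for much of the 3891 DEGs of the first series, where 2 CTRL and 2 LIRD libraries were compared. A test of the difference between the series gave 0 genes with an FDR under 0.05 and 3776 with an unadjusted p under 0.05, of 22503. The light exposure stays open, untested.

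The 5 antioxidant genes of Figure 4E had a median log2 fold change of 0.405. It was 0.0438 with the ribosomal protein score as a covariate, so the trend along that score may account for their higher means. With the score, the 5 values lay between -0.20 and 0.28. An effect of the light exposure beside the trend stays open, untested.

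Without LIRD replicate 10, 39 genes were DEGs. For 17 of them (43.6%) this library lay nearer to the mean of the other LIRD libraries than to the CTRL mean, whereas the share was 61.5% to 100% for the other LIRD libraries, each over the genes called without it. This test was set before its result was seen, and the share lies on the side that a wrong label would give, close to an even division. In 15 of the 39 genes the other 7 LIRD libraries lay apart from all 9 CTRL libraries, and LIRD replicate 10 lay beyond every CTRL library in 11 of these (73.3%), where chance gives 10% for a further control. By the same measure, the CTRL libraries left out in turn lay beyond the other CTRL libraries in 0% to 57.1% of the genes, and the other LIRD libraries in 70% to 100%. LIRD replicate 10 had 289 CPM of ptgdsb.1, against at most 139.8 in CTRL, and 22.3 CPM of CRTAC1 (ENSDARG00000059826), against at most 15.5. These values argue against a control library under a wrong label. A weaker response of this pool and a pool mixed from both conditions stay open, untested.

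The lists not given elsewhere in this text had the following median log2 fold changes (camera). They were 0.24 for acute inflammation (FDR = 0.002), 0.082 for apoptosis (FDR = 0.038), -0.04 for the circadian clock (FDR = 0.1), -0.085 for cone photoreceptors (FDR = 0.27), 0.028 for rod photoreceptors (FDR = 0.93), -0.02 for lens (FDR = 0.37), 0.025 for Muller glia (FDR = 0.7), -0.003 for Muller glia reprogramming (FDR = 0.79), 0.031 for proliferation (FDR = 0.7), 0.012 for pigment cells (FDR = 0.93), -0.0047 for skeletal muscle (FDR = 0.43) and 0.075 for skin epidermis (FDR = 0.38). Under a correlation estimated for each list, the FDRs of acute inflammation and apoptosis were 0.46 and 0.83, and that of apoptosis was 0.053 with the library series, 0.092 with the replicate block and 0.2 with the ribosomal protein score as a covariate. With that score, an alternative chosen after the data were seen, 3 lists passed that did not pass otherwise, each lower in LIRD: lens (median -0.20, FDR = 0.04), proliferation (-0.084, FDR = 0.0035) and skeletal muscle (-0.11, FDR = 0.0014).

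Markers that the paper measures by other means had the following log2 fold changes in the RNA-seq libraries. They were 0.12 for BAX (FDR = 0.72), 0.28 for il1b (FDR = 0.81), -0.063 for GFAP (FDR = 0.88) and 0.25 for PCNA (FDR = 0.78). With each library left out in turn, the value ranged from 0.060 to 0.16 for BAX and from 0.069 to 0.36 for PCNA. Both were lowest without LIRD replicate 1. The LIRD libraries were divided in these 2 genes, so the mean difference hides values on both sides. LIRD replicates 1, 2, 4 and 9 lay above every CTRL library in BAX and in PCNA. Below every CTRL library lay 4 LIRD libraries in BAX and 1 in PCNA.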
